# Protein kinase R regulates pancreatic ductal adenocarcinoma progression by modulating the cell cycle via *GADD45A*

**DOI:** 10.1038/s41598-025-06213-4

**Published:** 2025-07-10

**Authors:** Yuki Numata, Mitsuhito Koizumi, Takao Watanabe, Osamu Yoshida, Yoshio Tokumoto, Kaori Marui, Sho Ishikawa, Masahito Kokubu, Yusuke Okujima, Yoshiki Imamura, Teruki Miyake, Teru Kumagi, Yoichi Hiasa

**Keywords:** Cell cycle, GADD45A, Pancreatic ductal adenocarcinoma, Protein kinase R, Cancer, Oncogenes

## Abstract

Protein kinase R (PKR) functions both as a promoter and inhibitor in various cancers; however, its role in pancreatic ductal adenocarcinoma (PDAC) remains unclear. We investigated the role of PKR in PDAC. PKR expression in PDAC cell lines was assessed using real-time reverse transcriptase polymerase chain reaction and western blotting. The effect of PKR on cell proliferation was examined using MTS assay. To determine the mechanisms of PKR’s action on PDAC, RNA-sequencing analysis was performed, and the effects of PKR knockdown on cell cycle progression and apoptosis in PDAC cells were examined using flow cytometry. PDAC cell lines transfected with PKR-targeting short interfering RNAs or treated with PKR inhibitors exhibited significantly reduced proliferation. RNA-sequencing analysis revealed substantial upregulation of GADD45A expression upon inhibition of PKR expression. Following PKR silencing, cell cycle analysis showed marked accumulation of cells in G1 phase, consistent with the role of GADD45A as a cell cycle regulator. Proliferation inhibition caused by PKR knockdown was reversed by downregulation of GADD45A, suggesting that PKR and GADD45A interact to regulate PDAC cell growth. PKR promotes PDAC cell proliferation by modulating the cell cycle via regulation of GADD45A expression, demonstrating its potential as a therapeutic target for PDAC.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-025-06213-4.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) has a poor prognosis and is projected to become the second leading cause of cancer-related deaths in the United States by 2040^1^. This bleak outlook is related to the lack of effective drug therapies for PDAC. Therefore, new and effective medications for treating PDAC are urgently needed.

Protein kinase R (PKR), a serine-threonine kinase encoded by *EIF2AK2*, is ubiquitously expressed in human cells^2^. Initially identified to play a key role in the interferon-mediated antiviral response^3^, PKR is activated by various non-viral triggers, such as heat shock proteins, cytokines, mechanical stress, and endoplasmic reticulum stress. It regulates several critical cellular pathways, including mRNA translation, inflammation, stress response, metabolism, cell proliferation, and apoptosis, stimulated by aforesaid factors^4,5^. Recent studies showed that PKR exerts dual roles in cancer, either as a promoter^6–8^ or suppressor^9–11^, depending on the cancer type. This paradoxical effect presumably arises from variations in PKR expression levels and their diverse influence on cellular regulation in different tumor microenvironments^4,12^.

Our studies have revealed that PKR promotes the growth of hepatocellular carcinoma cells infected with the hepatitis C virus^12–14^. However, the role of PKR in PDAC remains unclear. This study was conducted to identify the roles and mechanisms of action of PKR in PDAC through in vitro experiments in PDAC cell lines and analysis of clinical evidence.

## Results

### Expression of PKR is upregulated in PDAC and negatively associated with DFS

PKR mRNA expression levels in tumor and normal tissues were compared using Gene Expression Profiling Interactive Analysis (GEPIA; http://gepia.cancer-pku.cn.detail.php) (Fig. 1a and b). Elevated PKR expression in tumor tissues compared to normal tissues was more pronounced in PDAC than in other carcinomas (Fig. 1a). To explore the clinical significance of PKR in PDAC, we performed prognostic analysis using the Kaplan–Meier Plotter database. The results showed that patients with elevated PKR mRNA expression had shorter disease-free survival (DFS) than did those with low PKR expression (*n* = 278; hazard ratio [HR] = 1.84, 95% confidence interval [95% CI] 1.36–2.5, log-rank *p* = 8.59 × 10^−5^) (Fig. 1c).

**Fig. 1:**
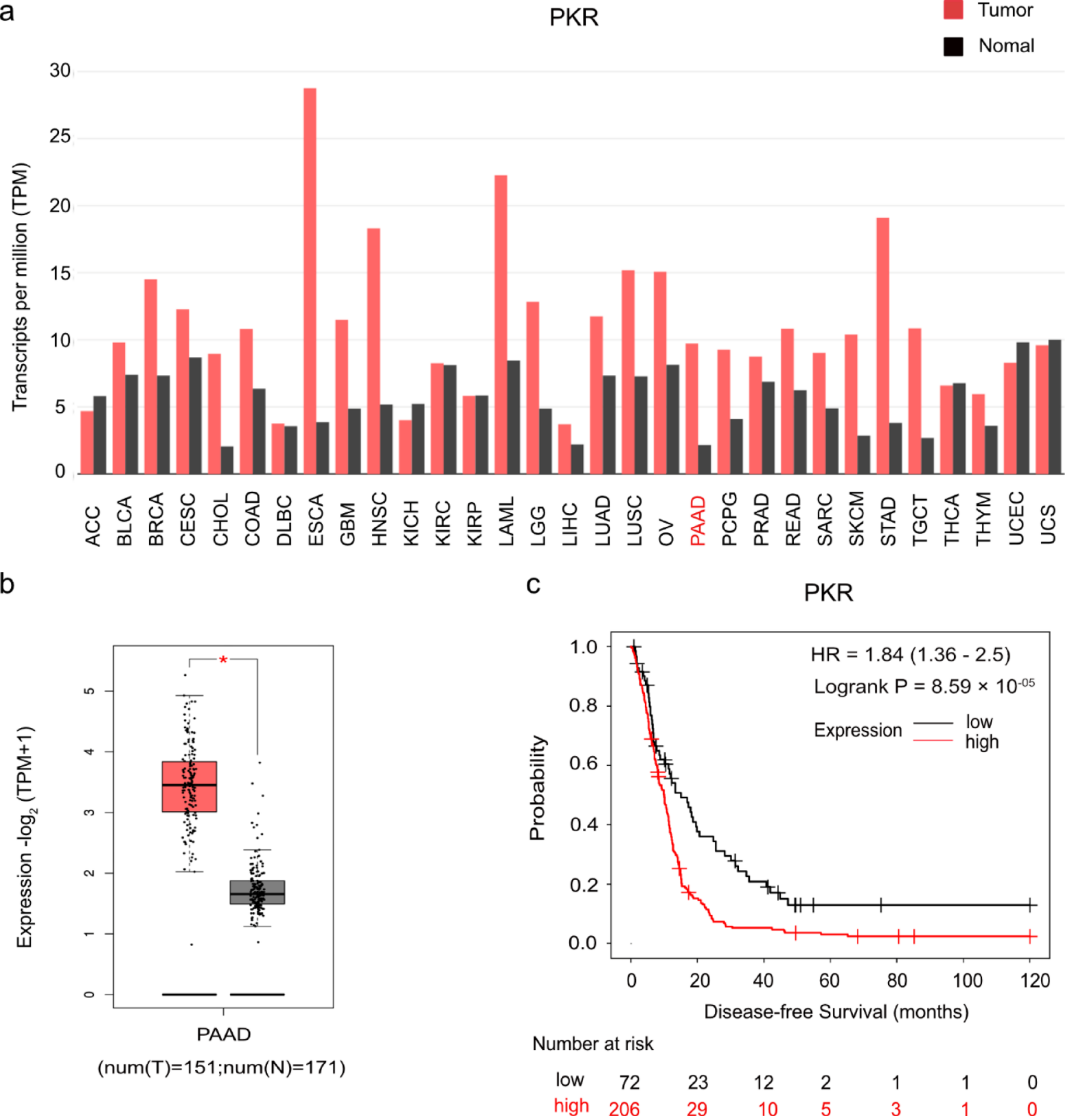
Expression of protein kinase R (PKR) in pancreatic ductal adenocarcinoma (PDAC) tissue and association with disease-free survival (DFS). Expression and clinical significance of PKR in various cancers, particularly PDAC. **(a)** Transcript expression profile of PKR across various tumor types compared to normal tissues. Transcripts per million (TPM) were used as units of expression. The height of the bar represents the median expression of certain tumor type or normal tissue. Red bars represent tumor tissues, whereas gray bars represent normal tissues. **(b)** PKR mRNA level was much higher in patients with pancreatic cancer than in healthy individuals (*P* < 0.01). (c) Kaplan–Meier survival curves showing the clinical significance of PKR expression in patients with PDAC. The panel shows DFS. Patients were divided into high (red curve) and low (gray curve) PKR expression groups.

### Downregulation of PKR expression inhibits the growth of PDAC cells

For this study, we selected two pancreatic cancer cell lines with differing levels of PKR expression: PANC-1, which exhibits high PKR expression, and MIA PaCa-2, which exhibits low expression (Supplementary Fig. S1). To investigate the role of PKR in PDAC, both cell lines were transfected with PKR-specific small interfering RNAs (siRNAs). The efficacies of the siRNAs were evaluated using real-time reverse transcription polymerase chain reaction (RT-PCR). The results showed a marked reduction in PKR mRNA expression levels in both cell lines treated with PKR-specific siRNAs compared to that in control cells (Fig. 2a). Western blotting also confirmed knockdown at the protein level, with PKR protein bands less intense in the PKR-specific siRNA-treated groups than in the control group for both cell lines (Fig. 2b). Microscopic observation of the transfected cells revealed differences in cell density and proliferation. PANC-1 and MIA PaCa-2 cells transfected with PKR-specific siRNAs showed reduced density, indicating inhibited growth, with each siRNA treatment, yielding similar suppressive effects (Fig. 2c). Consistently, MTS assays performed at multiple time points showed a marked decrease in the proliferation rates of both cell lines following PKR knockdown (Fig. 2d). In contrast, apoptosis rates were not significantly different between PKR-knockdown and control cells, as indicated by similar percentages of early and late apoptotic cells (Fig. 2e and f). PKR contributes to the proliferative capacity of PDAC cells, with its suppression leading to growth inhibition independent of apoptosis.

**Fig. 2:**
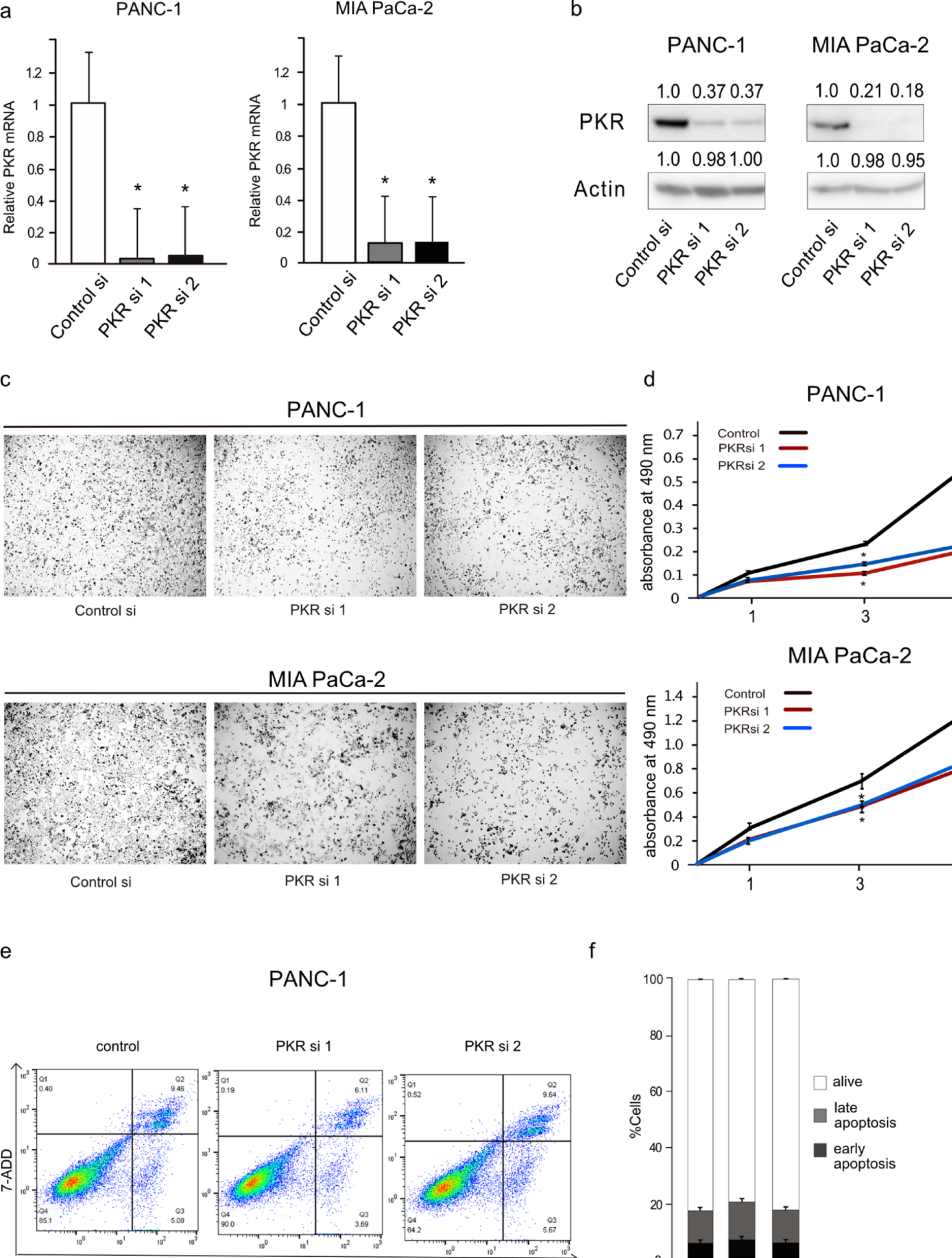
Functional characterization of protein kinase R (PKR) knockdown in pancreatic cancer cell lines PANC-1 and MIA PaCa-2. **(a)** Bar graphs representing relative PKR mRNA expression levels in PANC-1 and MIA PaCa-2 cells post-treatment with control siRNA (Control si) and two different PKR siRNAs (PKR si 1 and PKR si 2). The y-axis displays normalized mRNA expression. Data represent the mean ± standard error of the mean of four replicates. *P < 0.05, vs. control, Student’s *t*-test. **(b)** Western blot analysis showing the protein levels of PKR in PANC-1 and MIA PaCa-2 cells after siRNA treatment. Samples treated with Control si, PKR si 1, and PKR si 2 are depicted. **(c)** Representative images of PANC-1 and MIA PaCa-2 cells on day 3 after control or PKR siRNA transfection. **(d)** Line graphs depicting the proliferation of PANC-1 and MIA PaCa-2 cells, as measured by absorbance at 490 nm, post-siRNA treatment. Data represent the mean ± standard error of the mean of five replicates. *P < 0.05, vs. control, Student’s *t*-test. **(e)** Apoptosis assay of PANC-1 cells treated with *PKR* siRNA, using Annexin V and 7-AAD staining and analyzed using flow cytometry. Dot plots show the proportions of live (Annexin V-negative, 7-AAD-negative), early apoptotic (Annexin V-positive, 7-AAD-negative), and late apoptotic (Annexin V-positive, 7-AAD-positive) cells. **(f)** Quantitative analysis of apoptotic cell distribution from the data in (e). The bar graph shows the percentages of live along with early and late apoptotic cells. Data represent the mean ± standard error of the mean of three replicates. *P < 0.05, vs. control treatment, Student’s *t*-test.

### C16 suppressed the proliferation of PDAC cells

Considering the evident effects of PKR knockdown, further experiments were designed to study the influence of PKR inhibition using the specific inhibitor C16. PANC-1 and MIA PaCa-2 cells were treated with dimethyl sulfoxide (DMSO; control) or C16. Western blotting results showed decreased protein levels of phosphorylated PKR in C16-treated cells (Fig. 3a). Dose-dependent effect of C16 on cell viability in PANC-1 and MIA PaCa-2 cells. Cells were treated with increasing concentrations of C16 for 72 h, and cell viability was evaluated by MTS assay (Fig. 3b). Cells were exposed to increasing concentrations of C16, and cell viability was assessed using the MTS assay. A concentration-dependent decrease in viability was observed in both cell lines. The reduction in cell viability reached a plateau at 800 nM C16. Moreover, microscopic analysis of transfected cells revealed differences in cell density and proliferation, similar to the effects seen following siRNA treatment (Fig. 3c). Substantiating these observations, MTS assays performed at multiple time points derived from absorbance values showed altered proliferation rates in C16-treated cells compared to those of control cells (Fig. 3d). These findings support the pivotal role of PKR in PDAC cell growth. Modulation of PKR activity, either through siRNA-mediated knockdown or pharmacological inhibition, may affect PDAC cell proliferation. Notably, the phosphorylation of eIF2α, a well-known downstream effector of PKR, was not altered by *PKR* knockdown in PANC-1 cells (Supplementary Fig. S2).

**Fig. 3:**
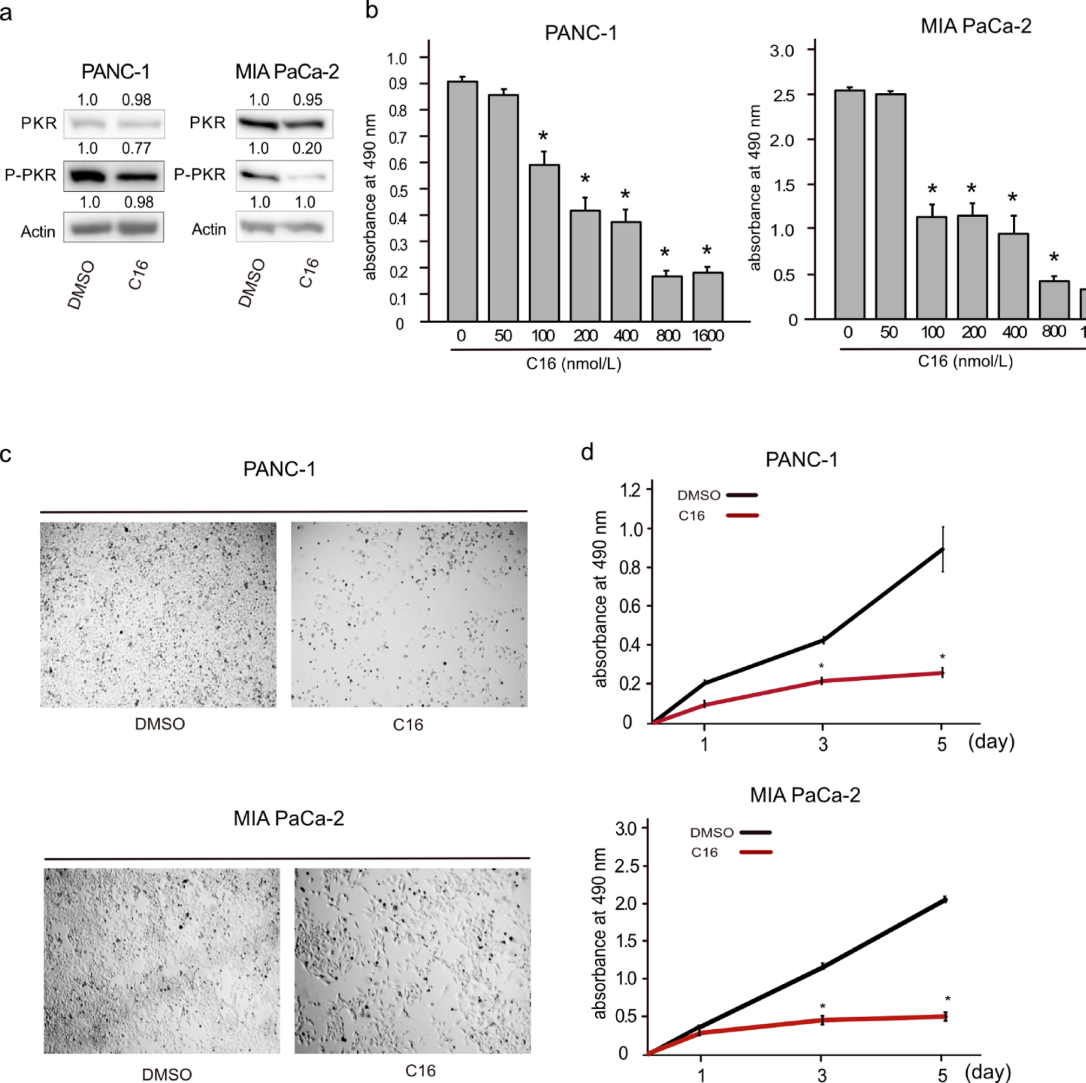
Effects of PKR inhibition in pancreatic ductal adenocarcinoma (PDAC) cells. **(a)** Western blot results displaying the protein levels of PKR and phosphorylated PKR (P-PKR) in PANC-1 and MIA PaCa-2 cells after treatment with dimethyl sulfoxide (DMSO) or a PKR inhibitor (C16) for 72 h. Actin is shown as a loading control. **(b)** Cells were exposed to increasing concentrations of C16, and cell viability was assessed by MTS assay. A concentration-dependent decrease in viability was observed in both cell lines. **(c)** Representative images illustrating the morphology of PANC-1 and MIA PaCa-2 cells after treatment with DMSO or C16 for 3 days. **(d)** Line graphs showing the proliferation of PANC-1 and MIA PaCa-2 cells following treatment with DMSO or 800 nM C16, as measured by absorbance at 490 nm at multiple time points. The y-axis denotes the absorbance values correlating to cell proliferation. Data represent the mean ± standard error of the mean of five replicates. *P < 0.05, vs. DMSO treatment, Student’s *t*-test.

### PKR regulates cell cycle in PDAC cells

Further, we performed flow cytometry to assess whether *PKR* knockdown affected the cell cycle of PDAC cells. Cell cycle analysis post-*PKR* silencing revealed notable accumulation of cells in the G1 phase (Fig. 4a and b), indicating disrupted cell cycle progression. Similarly, *PKR* knockdown in MIA PaCa-2 cells also led to an increased proportion of cells in the G1 phase (Fig. 4c and d). The observed growth inhibition upon *PKR* knockdown appears to be associated with alterations in cell cycle progression in PDAC cells. In summary, inhibition of PKR activity in PDAC cells predominantly leads to cell cycle arrest in the G1 phase without significantly affecting apoptotic cell death.

**Fig. 4:**
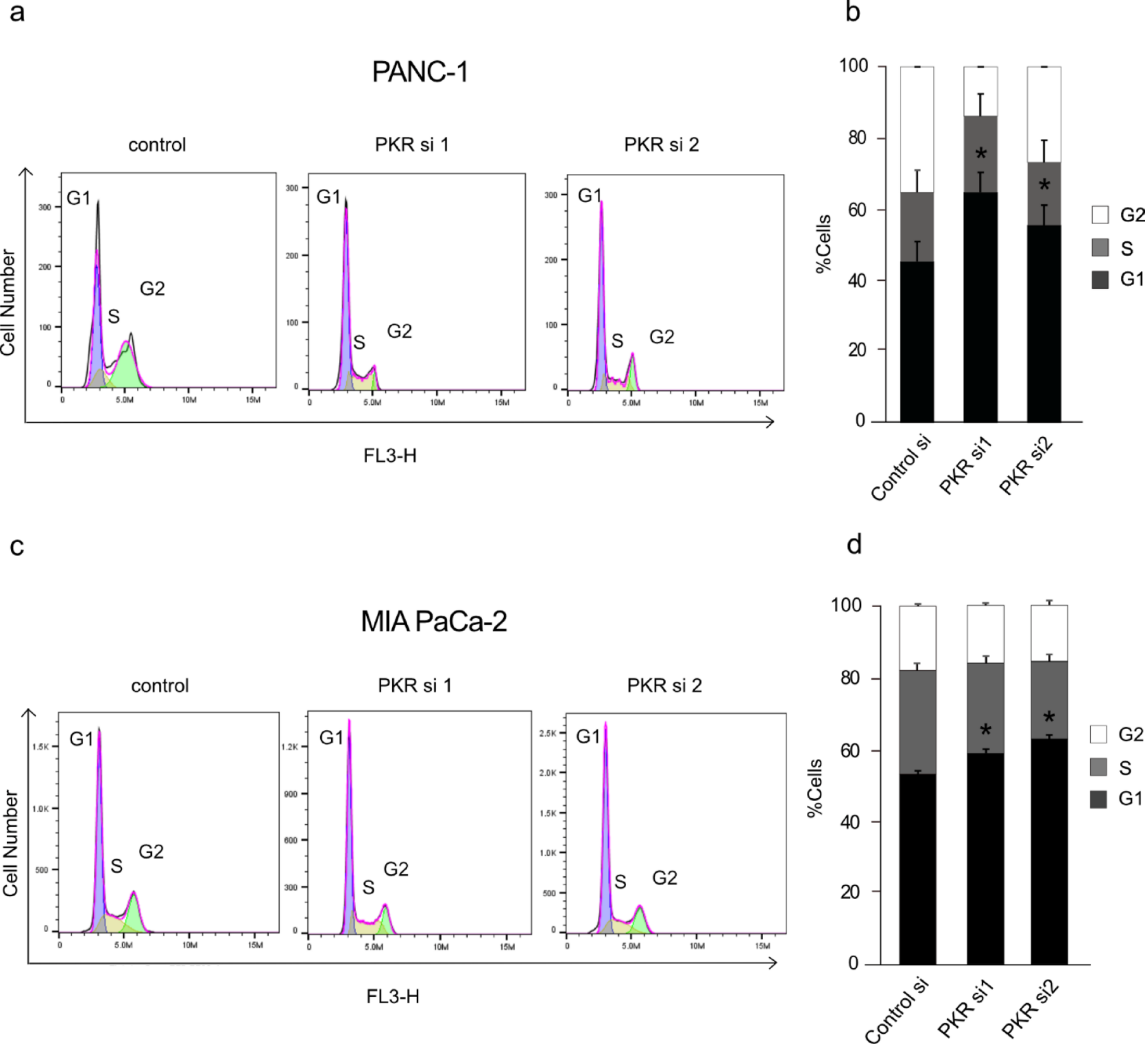
Effect of *PKR* knockdown on cell cycle progression in pancreatic ductal adenocarcinoma (PDAC) cells. **(a**,** b)** Cell cycle analysis of PANC-1 cells transfected with control siRNA or *PKR* siRNA. **(a)** Representative histograms obtained by flow cytometry. G1 phase is shown in purple, S phase in yellow, and G2 phase in green. **(b)** Quantification of cell cycle phase distribution from panel (a). **(c**,** d)** Cell cycle analysis performed in MIA PaCa-2 cells under the same conditions as in (a, b). **(c)** Representative flow cytometry histograms. **(d)** Quantitative analysis of the percentage of cells in each cell cycle phase. Data are presented as mean ± SEM (*n* = 3). Statistical significance was determined using Student’s *t-test* (*p < 0.05, **p < 0.01).

### Transcriptional alterations induced by PKR inhibition in PDAC cells

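PANC-1 cells, an established line from a human pancreatic ductal carcinoma, were transfected with 50 pM of a control siRNA or of either of 2 siRNAs against PKR, and RNA was taken after 72 h. An siRNA is a short double-stranded RNA whose guide strand directs the cleavage of mRNAs that match it, and PKR is the kinase encoded by EIF2AK2. Each of the 3 groups had 3 libraries. Libraries were made from poly(A) RNA with a directional kit. The authors mapped the reads to hg38 with TopHat, assigned them to genes with featureCounts and normalized them with TCC by its TMM method, which divides each library by a factor chosen so that most genes stay level. The deposited values are these normalized counts. In each library they were whole multiples of the value of 1 read, so the reads counted on genes could be recovered. Control siRNA libraries held 1611849 to 1820945 reads on genes (median 1685111), PKR siRNA 1 libraries 1512940 to 1873906 (median 1756617) and PKR siRNA 2 libraries 1602694 to 1848343 (median 1739550). Of the 26485 genes listed, 8255 were at 0 in all 9 libraries and 10593 had a mean of at least 10 normalized counts and were tested. The test was limma with a trend on log2 (normalized count + 1), with the 3 groups in the same fit, two-sided, and Benjamini-Hochberg adjustment. Fold changes are on that log2 scale, which understates the change of genes with few reads.

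EIF2AK2 lies on the minus strand of chromosome 2 from 37105141 to 37157047. Its normalized counts were 95.5, 93.5 and 103 in the control siRNA libraries, 10.0, 13.6 and 9.65 with PKR siRNA 1, and 7.96, 8.58 and 9.40 with PKR siRNA 2. The means were 97.4 ± 5.21, 11.1 ± 2.19 and 8.65 ± 0.726 (SD, n = 3 each). With PKR siRNA 1 the log2 fold change of EIF2AK2 was -3.04 (standard error 0.25, adjusted p = 4.69e-18 from limma with Benjamini-Hochberg adjustment). With PKR siRNA 2 the log2 fold change was -3.35 (standard error 0.25, adjusted p = 2.58e-20 from limma with Benjamini-Hochberg adjustment). Each knockdown library lay below every control library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). Among the alternatives, a pseudocount of 5 moved these values most, to -2.68 and -2.91. The 3′ UTR of EIF2AK2 also holds a match to the seed of PKR siRNA 2, apart from the target site in its coding sequence.

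**Figure D1:**
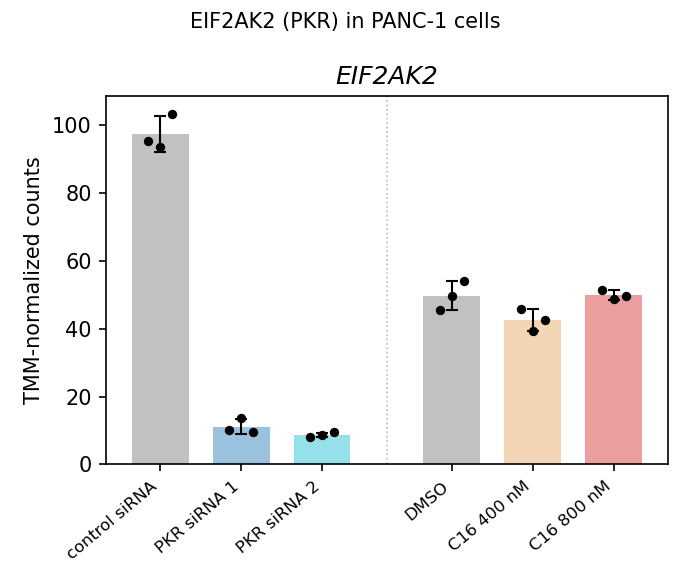
Normalized counts of EIF2AK2 by treatment, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries. The PKR siRNA libraries lie between 7.96 and 13.6, and the control siRNA libraries between 93.5 and 103; the DMSO and C16 libraries belong to a separately normalized table.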

RNA-sequencing (RNA-seq) analysis was performed to determine the detailed molecular mechanisms underlying PKR-mediated PDAC cell proliferation. 

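In a second sequencing run, PANC-1 cells were treated for 72 h with the solvent DMSO or with C16, a small molecule that inhibits the kinase activity of PKR. The sample labels name C16 at 800 nM and at 400 nM, with 3 libraries of each and 3 of DMSO, whereas the paper's RNA-seq paragraph names 800 nM. These 9 libraries were normalized by the authors in a table of their own, so levels were compared only within it. Reads on genes numbered 1148151 to 1474308 in the DMSO libraries (median 1167268), 977167 to 1050520 with 400 nM (median 1043933) and 894145 to 1150862 with 800 nM (median 1070960), fewer than in the siRNA libraries. Of the genes listed, 8802 were at 0 in all 9 libraries and 9963 reached the mean of 10 normalized counts needed for testing. EIF2AK2 stood at 49.8 ± 4.20 normalized counts with DMSO, 42.5 ± 3.26 with 400 nM C16 and 49.9 ± 1.38 with 800 nM C16 (SD, n = 3 each). Its log2 fold change was 0.01 at 800 nM (standard error 0.17, adjusted p = 0.974 from limma with Benjamini-Hochberg adjustment; exact permutation test, two-sided, p = 0.9) and -0.22 at 400 nM (adjusted p = 0.350 from limma with Benjamini-Hochberg adjustment; exact permutation test, two-sided, p = 0.2). No change of EIF2AK2 with C16 was detectable at this depth, and at 800 nM the sign changed with the library left out, from -0.05 without the first DMSO library to 0.07 without the third.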

The Venn diagram was drawn to show the extent of upregulated gene expression following transfection of PANC-1 cells with two different PKR-targeted siRNAs, *PKR*si 1 and *PKR*si 2, as well as after C16 treatment (800 nM) (Fig. S3a). The analysis conducted relative to PANC-1 cells transfected with a control siRNA or treated with DMSO adhered to the selection criteria of a false discovery rate of < 0.05 and fold-change > 1.5. 

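With these criteria, 904 genes were upregulated by PKR siRNA 1, 1140 by PKR siRNA 2 and 1158 by 800 nM C16. The contrast of both PKR siRNAs together against control siRNA gave 642 upregulated genes. Raising the minimum from a mean of 10 to a mean of 30 normalized counts, which tests fewer genes, moved the first 3 counts most, to 637, 783 and 818. In 51.7% of the genes tested for PKR siRNA 1, 54.3% for PKR siRNA 2 and 51.8% for C16, all 3 treated libraries lay on one side of all 3 controls, where chance gives 10%. ID2 had the largest rise with each of the PKR siRNAs among genes with a mean of at least 50. It lies on chromosome 2 from 8681983 to 8684453, and its normalized counts went from 5.15 ± 2.00 with control siRNA to 34.3 ± 3.06 with PKR siRNA 1 and 162 ± 17.2 with PKR siRNA 2 (SD, n = 3 each). The log2 fold changes of ID2 were 2.58 (standard error 0.22) and 4.79 (standard error 0.22), with adjusted p = 2.64e-17 and 2.35e-32 from limma with Benjamini-Hochberg adjustment. The next largest rises were those of C15orf52 (log2 fold change 1.96) and LMNB1 (1.87) with PKR siRNA 1, and of ID3 (3.35) and ID1 (3.01) with PKR siRNA 2. With PKR siRNA 2, C15orf52 fell (-0.77). With 800 nM C16 the largest rises were those of SH2D5 (2.78), DUSP5 (2.78) and ARSI (2.72). SH2D5, on chromosome 1 from 20719732 to 20732640, went from 20.4 ± 5.50 normalized counts with DMSO to 144 ± 7.07 (SD, n = 3 each). ID1, raised by both PKR siRNAs, fell with 800 nM C16 (-1.57, standard error 0.13, adjusted p = 4.20e-15 from limma with Benjamini-Hochberg adjustment).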

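Both PKR siRNAs upregulated 266 genes in common. The PKR siRNAs were compared with the same control libraries. With the effects of PKR siRNA 2 shuffled among genes of similar level in 100 simulations, a mean of 199 genes and at most 234 were shared. With no effect of either siRNA the simulations shared 0. The shuffled simulations took estimated fold changes, which already hold sampling noise, as true effects and added noise again. Their shared counts may therefore be too high as a chance level. They modelled sampling noise of the controls and no effect of the control siRNA itself. Across the 10593 genes, which are not independent replicates, the fold changes of the 2 siRNAs correlated at r = 0.22. The shuffled simulations gave at most 0.10, and simulated unchanged groups a mean of 0.50. In the unchanged groups each difference holds only sampling noise, that of its treated libraries and that of the shared controls. Of the 266 genes, 220 were tested in both tables, where 800 nM C16 upregulated 1127 genes. The genes upregulated in all 3 conditions numbered 30. Independent lists of these sizes among 9821 genes would share 25.2 (exact hypergeometric test, one-sided, p = 0.18), and lists matched on expression a mean of 26.0 (permutation test with 10000 resamples, one-sided, p = 0.2267). With each library left out in turn the number was between 26 and 31. Among the other alternatives, the minimum mean of 30 normalized counts moved it most, to 18.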

Fourteen genes were upregulated across all treatment groups, suggesting the existence of a core set of PKR-regulated genes (Fig. S3a and Table S1). 

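Downregulation relative to control siRNA or DMSO, with the same thresholds, was found for 1331 genes with PKR siRNA 1, 1353 with PKR siRNA 2 and 1403 with 800 nM C16. Both PKR siRNAs together lowered 964 genes. The minimum mean of 30 normalized counts gave 1000, 1017 and 800 for the 3 treatments. PADI2, on chromosome 1 from 17066761 to 17119453, had the largest fall with PKR siRNA 1, from 770 ± 58.1 normalized counts with control siRNA to 72.1 ± 13.0 (SD, n = 3 each), a log2 fold change of -3.41 (standard error 0.09, adjusted p = 4.36e-48 from limma with Benjamini-Hochberg adjustment). SORL1 (-2.82) and ALDH1A3 (-2.48) followed. PADI2 holds no match to the seed of PKR siRNA 1 in its 3′ UTR, whereas SORL1 and ALDH1A3 each hold one. SORL1 also holds one to the seed of PKR siRNA 2 and fell with that siRNA as well (-2.29), whereas ALDH1A3 holds none and was level with it (log2 fold change 0.00). SPNS2 (-3.71) and PEG10 (-3.55) were among the genes with the largest falls with PKR siRNA 2. PEG10 holds a match to the seed of PKR siRNA 2, whereas SPNS2 holds none. Of the exon bases of SPNS2, 23.9% overlap MYBBP1A on the opposite strand, so its reads are uncertain where counting did not use strand. With 800 nM C16, LXN fell from 206 ± 12.8 to 18.7 ± 6.26 normalized counts (SD, n = 3 each; log2 fold change -3.44), RET by a log2 fold change of -3.34 and MXRA5 by -3.31. LXN moved in opposite directions with the siRNAs, with log2 fold changes of -2.21 for PKR siRNA 1 and 1.82 for PKR siRNA 2.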

The counterpart diagram showed that some genes were downregulated under the same experimental conditions (Fig. S3b). Thirty genes were consistently downregulated under all treatment conditions (Fig. S3b and Table S1). 

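The PKR siRNAs lowered 357 genes in common, against a mean of 208 and at most 241 in the shuffled simulations. The limits given above for the shuffled simulations hold here too. Of the 357 genes, 329 were tested in both tables, and 40 of them were also lowered by 800 nM C16, which lowered 1374 genes there. Independent lists would share 46.0 (exact hypergeometric test, one-sided, p = 0.855), and lists matched on expression 49.4 (permutation test with 10000 resamples, one-sided, p = 0.9448). A larger number, 74, were lowered by both PKR siRNAs and raised by C16. Leaving out each library in turn gave between 32 and 44 genes lowered in all 3 conditions. A minimum mean of 30 normalized counts gave 25 genes.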

Gene set enrichment analysis (GSEA) identified the BIOCARTA_CELLCYCLE_PATHWAY as commonly enriched in both *PKR* knockdown and inhibitor-treated PANC-1 cells, suggesting the consistent involvement of the cell cycle in response to PKR suppression (Fig. S4), although the FDR q-values did not reach statistical significance. 

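The cell cycle set was tested with camera of limma at a preset correlation of 0.01, on a list of 23 genes for the BIOCARTA pathway that was written from memory and not compared with a copy of the gene set. Of these, 19 were tested in the siRNA table and 20 in the C16 table. With PKR siRNA 1 the median log2 fold change of the list was 0.39, with 5 genes upregulated and 1 downregulated (camera of limma, two-sided, adjusted p = 0.0118 by Benjamini-Hochberg over the 40 tests of 8 lists in 5 comparisons, from 0.00531 before adjustment). PKR siRNA 2 gave a median of 0.03, with 4 genes upregulated and 4 downregulated (camera of limma, adjusted p = 0.967 by Benjamini-Hochberg). For both PKR siRNAs together the median was 0.04 (camera of limma, adjusted p = 0.264 by Benjamini-Hochberg, from 0.139 before adjustment). With 800 nM C16 the median was 0.49, with 8 genes upregulated and 2 downregulated (camera of limma, adjusted p = 0.00177 by Benjamini-Hochberg, from 0.000662 before adjustment). Under fry of limma the rises with PKR siRNA 1 and 800 nM C16 had adjusted p = 0.000444 and adjusted p = 0.000439 by Benjamini-Hochberg. With a correlation estimated from the libraries, camera of limma gave adjusted p = 0.173 and adjusted p = 0.156. Both calls thus held under fry and neither under the estimated correlation. Whether a list changed at all is what fry tests, whereas camera asks whether it changed more than the other genes. In limma, 4770 of 10593 genes with PKR siRNA 1 and 4471 of 9963 with 800 nM C16 had an adjusted p-value under 0.05. A call under fry is therefore weak evidence for a change of this list in particular. Members past both thresholds numbered 6, 8 and 10 with PKR siRNA 1, PKR siRNA 2 and 800 nM C16, and the same numbers when adjusted over the list alone.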

Among the upregulated genes was GADD45A, which is implicated in PDAC cell growth and cell cycle^15–17^. 

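GADD45A is on the plus strand of chromosome 1 from 67685177 to 67688338. Its normalized counts were 67.6 ± 15.5 with control siRNA, 118 ± 5.68 with PKR siRNA 1 and 210 ± 20.4 with PKR siRNA 2 (SD, n = 3 each). The log2 fold change was 0.81 with PKR siRNA 1 (standard error 0.12, adjusted p = 2.13e-08 from limma with Benjamini-Hochberg adjustment) and 1.64 with PKR siRNA 2 (standard error 0.12, adjusted p = 1.28e-20 from limma with Benjamini-Hochberg adjustment). In the C16 table GADD45A stood at 88.9 ± 8.86 with DMSO and 143 ± 8.20 with 800 nM C16 (SD, n = 3 each), a log2 fold change of 0.69 (standard error 0.11, adjusted p = 1.03e-06 from limma with Benjamini-Hochberg adjustment). In each comparison all 3 treated libraries lay above all 3 controls (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Leaving out each library in turn kept the log2 fold change between 0.63 and 0.97 with PKR siRNA 1, between 1.46 and 1.80 with PKR siRNA 2 and between 0.64 and 0.77 with 800 nM C16. The 3′ UTR of GADD45A holds no match to the seed of either PKR siRNA. From the place of GADD45A among the genes upregulated under PKR knockdown and inhibition, and from its known part in cell growth and the cell cycle, the paper goes on to examine its relationship with PKR.

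**Figure D2:**
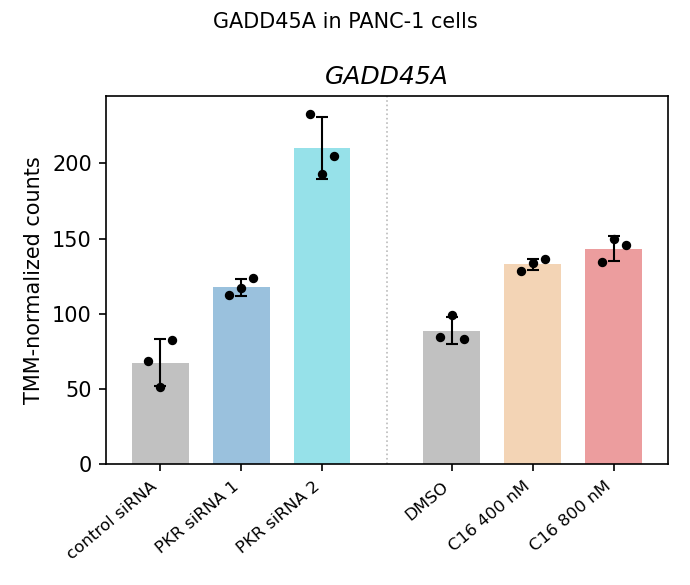
Normalized counts of GADD45A by treatment, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries. The mean rises from 67.6 with control siRNA to 118 and 210 with the PKR siRNAs, and from 88.9 with DMSO to 143 with 800 nM C16, in separately normalized tables.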

Subsequently investigations were conducted to evaluate the relationship between GADD45A and PKR.

### Downregulation of GADD45A reverses the proliferative inhibition induced by PKR knockdown

To explore the clinical significance of GADD45A in PDAC, we performed prognostic analysis using the Kaplan–Meier Plotter database. In contrast to the high PKR expression group (Fig. 1c), the high GADD45A expression group showed prolonged DFS (*n* = 278; HR = 0.65, 95% CI 0.48–0.89) (Fig. 5a). To investigate the interaction between PKR and GADD45A, we analyzed the expression levels of GADD45A in response to PKR knockdown or inhibition. The elevated mRNA and protein levels of GADD45A observed following PKR silencing or inhibition suggested a relationship between the two molecules (Fig. 5b and c). To determine the specific role of GADD45A, we employed siRNA-mediated silencing of GADD45A in PDAC cells. The results revealed a reduction in protein levels, confirming the efficiency of siRNA knockdown (Fig. 5d). The proliferation rate increased post-GADD45A knockdown (Fig. 5e). Following simultaneous knockdown of PKR and GADD45A, western blot analysis was conducted to evaluate the protein expression levels (Fig. 5f). Functionally, MTS proliferation assays revealed that GADD45A downregulation mitigated the inhibition of proliferation caused by PKR knockdown (Fig. 5g). As mentioned above, PKR knockdown increased the percentage of cells in the G1 phase (Fig. 4a and b), and knockdown of both GADD45A and PKR restored the percentage of cells in the G1 phase to those of control cells (Fig. 5h). Consistent with the findings of PKR knockdown, silencing of GADD45A had no apparent effect on apoptosis, as the percentage of apoptotic cells remained unchanged (Supplementary Fig. S5). Thus, the interaction between PKR and GADD45A plays a critical role in the proliferation of PDAC cells by regulating the cell cycle. Moreover, the expression of p21 (encoded by *CDKN1A*), which is known to cooperate with GADD45A in regulating the cell cycle, was altered following *PKR* knockdown (Supplementary Fig. S6).

**Fig. 5:**
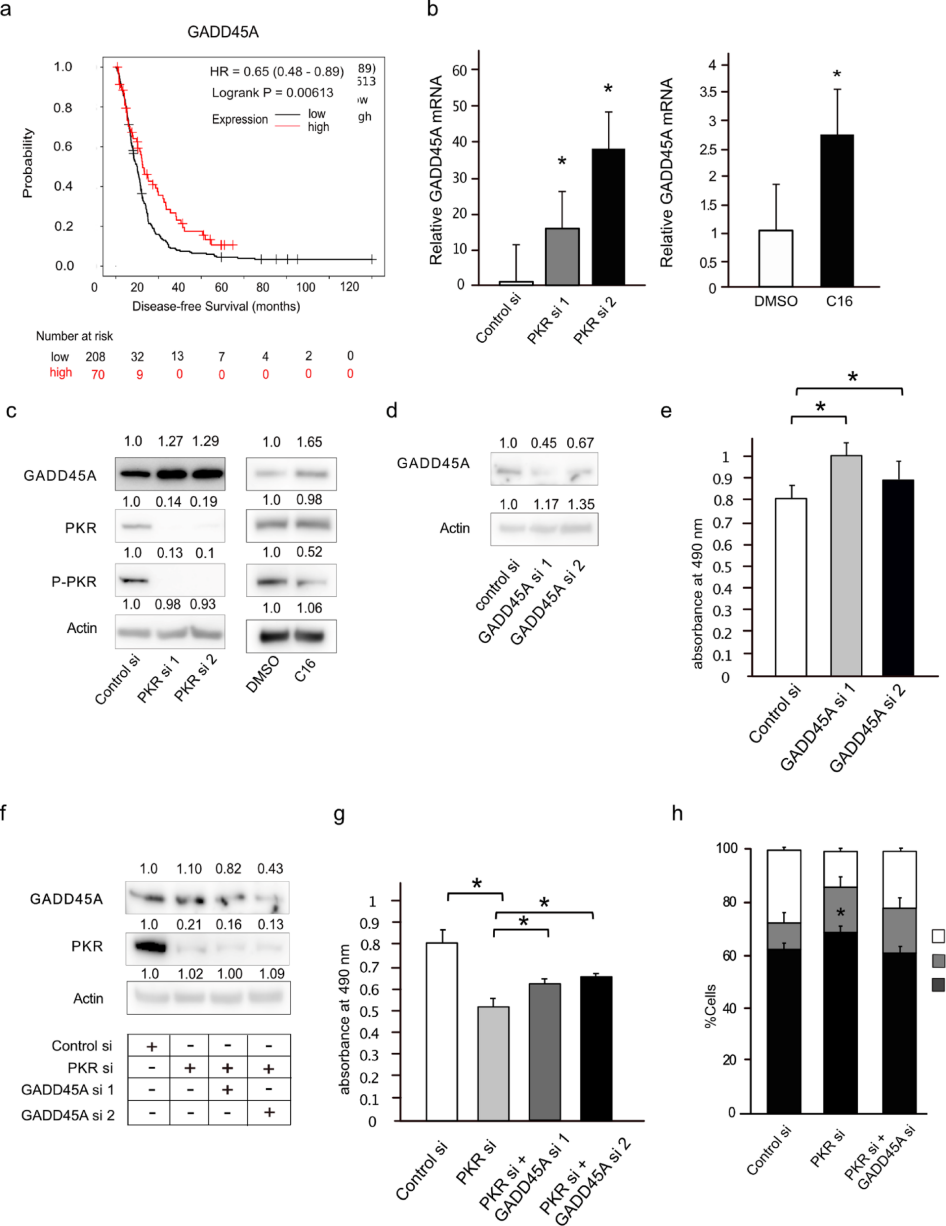
Downregulation of *GADD45A* reverses the proliferative inhibition induced by protein kinase R (*PKR*) knockdown. **(a)** Kaplan–Meier survival curves showing the clinical significance of GADD45A expression in patients with pancreatic ductal adenocarcinoma (PDAC). The panel shows disease-free survival (DFS). Patients were divided into high (red curve) and low (gray curve) groups based on GADD45A expression. **(b)** Quantification of *GADD45A* mRNA levels following transfection with control siRNA, PKR siRNA 1, or PKR siRNA 2 in PANC-1 cells and treated with DMSO or a PKR inhibitor (C16) for 72 h. **(c)** Western blot analysis showing the protein levels of GADD45A, total PKR, and phosphorylated PKR (P-PKR) following transfection with control siRNA, PKR siRNA 1, and PKR siRNA 2 in PANC-1 cells and treatment with DMSO or a PKR inhibitor (C16) for 72 h. Actin was used as a loading control. **(d)** Western blot analysis of GADD45A and PKR protein levels following *GADD45A* siRNA 1 and siRNA2 transfection in PANC-1 cells. Actin was used as a loading control. **(e)** Proliferation assay results (absorbance at 490 nm) of PANC-1 cells transfected with control siRNA, *GADD45A* siRNA1 and siRNA2 on day3 post-transfection. **(f)** Western blot analysis of protein expression following simultaneous knockdown of *PKR* and *GADD45A* in PANC-1 cells. Cells were transfected with control siRNA, *PKR* siRNA, *GADD45A* siRNA, or a combination of siRNAs targeting both *PKR* and *GADD45A*. **(g)** Proliferation assay results (absorbance at 490 nm) of PANC-1 cells co-transfected with control siRNA, PKR siRNAs, and/or GADD45A siRNA on day 3 post-transfection. **(h)** Cell cycle analysis of PANC-1 cells using flow cytometry following transfection with control, PKR, or *GADD45A* siRNAs. Data represent the mean ± standard error of the mean of five replicates. *P < 0.05, Student’s *t*-test.

## Discussion

PKR has an inhibitory effect on tumors^18,19^. However, it was also recently reported to promote tumor growth in breast cancer^6^, melanoma^7^, and lung adenocarcinoma^8^. This dual effect of PKR in different tumors may be related to the varying degrees of PKR expression in different cancer types according to GEPIA data. Particularly, in PDAC, PKR expression is markedly elevated in tumor tissues compared to in non-tumor tissues. Although elevated PKR expression is correlated with significantly poor DFS, indicating its critical role in PDAC progression, its specific role remains unclear.

We initially demonstrated that PKR downregulation decreases the proliferative potential of PDAC cells, suggesting its involvement in cell proliferation, potentially through cell cycle regulation or apoptosis enhancement. Cell cycle analysis following PKR downregulation showed an increased number of cells in the G1 phase, whereas the number of apoptotic cells was independent of PKR expression. Thus, PKR may be involved in regulating the cell cycle in G1/S phase. Based on this prediction, GADD45A expression was evaluated and found to be predominantly upregulated following both suppression and inhibition of PKR expression. GADD45A is ubiquitously expressed and exerts various functions, such as maintenance of genomic stability, DNA repair, cell cycle control, and apoptosis under diverse cellular stress conditions in multiple cancer types^20^. In PDAC, GADD45A inhibits cell proliferation via apoptosis^15,16^ or cell cycle arrest^17^. GADD45A also interacts with the CDC2/cyclin B1 complex to arrest cells in G2/M phase^17,18,20^ and with p21 to enhance CDKI activity to arrest cells in the G1 phase^21– 22^. In this study, the simultaneous knockdown of PKR and GADD45A reversed the decreased growth of PDAC cells caused by PKR knockdown. Furthermore, PKR inhibition increased the number of cells in the G1 phase. Thus, PKR regulates PDAC cell growth by modulating the cell cycle through GADD45A (Fig. 6). The association between PKR and GADD45A has not been reported previously. A recent study showed that PERK (PKR-like endoplasmic reticulum kinase), an eIF2 phosphorylated kinase similar to PKR, enhances GADD45A expression, causing apoptotic cell death and contributing to the suppression of PDAC^16^. In our study, the phosphorylation level of eIF2α remained unchanged after *PKR* knockdown or treatment with the *PKR* inhibitor (Fig. S2), suggesting that changes in the proliferative potential of PDAC cells through cell cycle regulation are associated with mechanisms independent of the eIF2α pathway. We hypothesized that the cell cycle regulatory mechanism of GADD45A activates a pathway other than apoptosis regulation. The observed upregulation of GADD45A expression following *PKR* knockdown or inhibition suggests PKR may play a role as a transcriptional regulator of GADD45A. While PKR is primarily known for its role in translational inhibition through phosphorylation of eIF2α, it also reportedly participates in transcriptional regulation^4^. In particular, NF-κB, whose activation is promoted by PKR, suppresses the expression of GADD45A. Further investigation is warranted to elucidate these regulatory mechanisms^23^. One potential downstream effector is p21. 

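In the RNA-seq of PANC-1 cells, CDKN1A, on the plus strand of chromosome 6 from 36676460 to 36687339, had 53.7 ± 4.75 normalized counts with control siRNA, 72.6 ± 9.67 with PKR siRNA 1 and 130 ± 18.3 with PKR siRNA 2 (SD, n = 3 each). Its log2 fold change was 0.42 with PKR siRNA 1 (standard error 0.14, adjusted p = 8.10e-03 from limma with Benjamini-Hochberg adjustment), a rise of less than 1.5-fold, and 1.25 with PKR siRNA 2 (standard error 0.14, adjusted p = 1.24e-12 from limma with Benjamini-Hochberg adjustment). With DMSO the value was 66.9 ± 16.1 and with 800 nM C16 88.8 ± 6.75 (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.14, adjusted p = 1.10e-02 from limma with Benjamini-Hochberg adjustment), again under 1.5-fold. The 3 treated libraries lay above the 3 controls in each of these comparisons (exact permutation test, two-sided, p = 0.1, the smallest possible here). The log2 fold change at 800 nM C16 ranged from 0.22 without the first DMSO library to 0.56 without the second as each library was left out. CDKN1A holds no seed match of either PKR siRNA in its 3′ UTR.

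**Figure D3:**
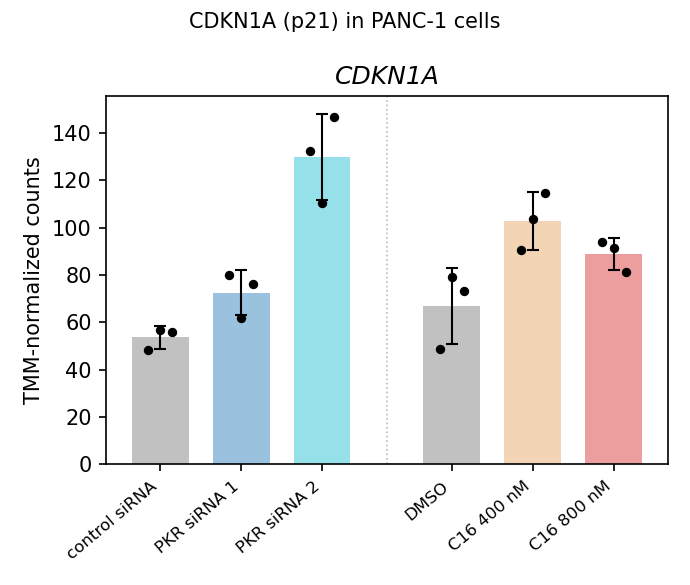
Normalized counts of CDKN1A by treatment, with bars for the mean of 3 libraries, error bars for the SD and points for single libraries. The mean is 53.7 with control siRNA, 72.6 and 130 with the PKR siRNAs, 66.9 with DMSO and 88.8 with 800 nM C16.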

Our data demonstrate that inhibition of PKR significantly upregulates the expression of *CDKN1A*, the gene encoding p21 (Fig. S6 and Table S1). p21 is a key mediator of cell cycle arrest and functions downstream of p53, acting in concert with GADD45A. p21 is a representative factor for cell cycle arrest and acts downstream of p53 in concert with GADD45A^24^. Thus, PKR, GADD45A, and p21 are interrelated and regulate the cell cycle. The proliferation of PDAC cells upon simultaneous knockdown of *PKR* and *GADD45A* did not fully return to the level observed with *GADD45A* knockdown alone, despite GADD45A expression being suppressed below the baseline. This suggests that PKR may also regulate cell proliferation through mechanisms independent of GADD45A, possibly involving alternative pathways or factors yet to be identified. The PKR inhibitor C16, used in this study, is an ATP-binding site-directed small molecule that inhibits PKR autophosphorylation^25^. C16 suppresses tumor proliferation in hepatocellular carcinoma^26^. PKR inhibitors also inhibit the proliferation of pancreatic cancer cell lines; they have been safely administered in murine models^26,27^ and are expected to be used in humans. However, in vivo studies using PKR inhibitors in humans have not been conducted.

**Fig. 6:**
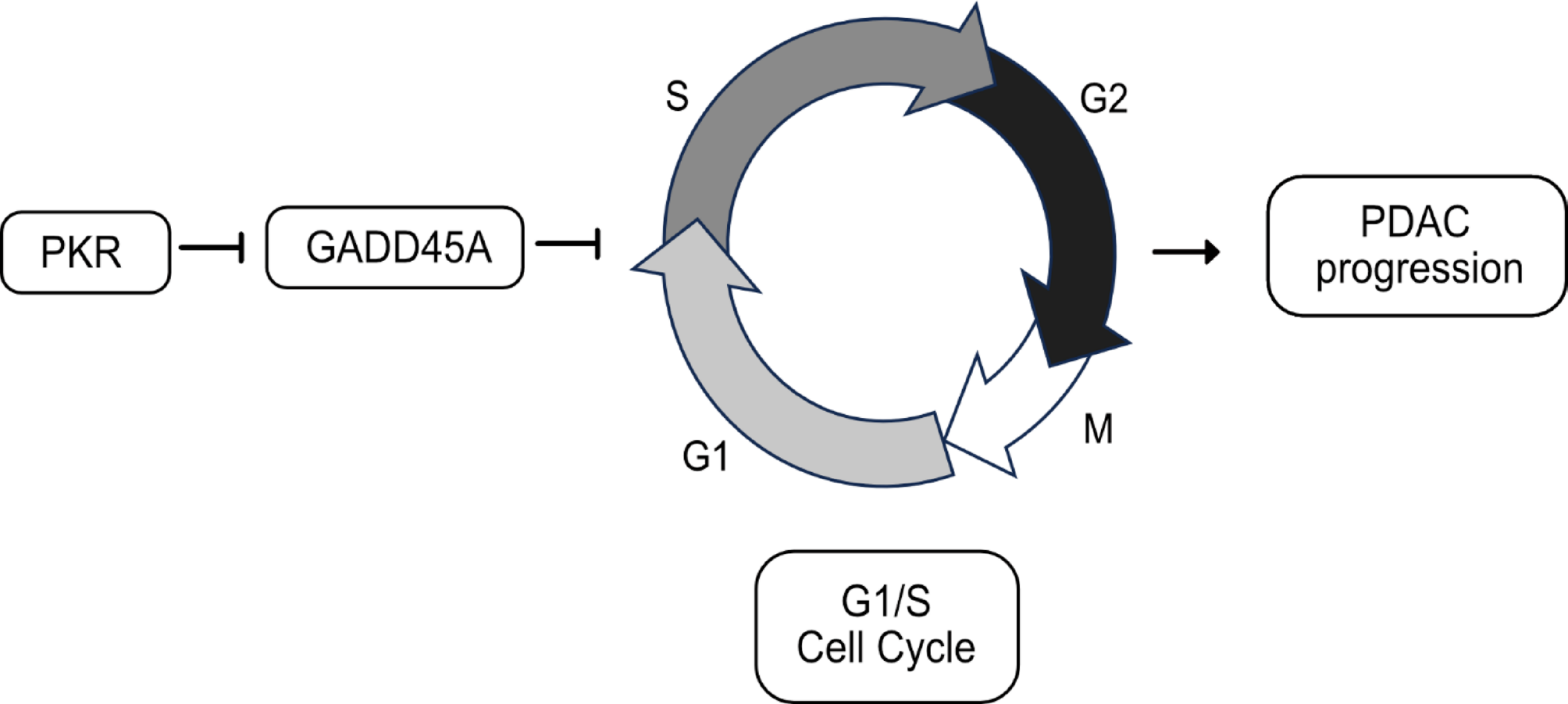
Model of the role of protein kinase R (PKR) in pancreatic ductal adenocarcinoma (PDAC) The PKR and GADD45A pathways regulate the cell cycle in G1/M phase and cell proliferation in PDAC.

In addition to its well-established roles in translational regulation and cell cycle control, PKR is also a key modulator of innate immune responses. It is activated by various stressors, including viral double-stranded RNA, leading to downstream signaling through pathways such as NF-κB and interferon regulatory factors (IRFs), which play crucial roles in inflammation and antiviral defense^3–5^. This immune-regulatory function of PKR has also been implicated in tumor immunity. PKR activation can lead to the production of pro-inflammatory cytokines and type I interferons, shaping the tumor immune microenvironment^4^. Conversely, aberrant activation of PKR may promote immune evasion by regulating immunosuppressive cytokine production or modulating antigen presentation^5^.

Although our study focused primarily on the role of PKR in PDAC cell cycle regulation via GADD45A, it is plausible that PKR may also influence PDAC progression by modulating antitumor immune responses. Given that PDAC is characterized by an immunosuppressive microenvironment, future investigations are warranted to explore whether PKR contributes to immune evasion mechanisms in PDAC, potentially through NF-κB activation or modulation of interferon signaling. Such insights could uncover the dual role of PKR in PDAC, both as a regulator of cell proliferation and a modulator of the tumor immune landscape, further supporting its potential as a therapeutic target.

In conclusion, our results suggest that suppression of PKR inhibits the proliferation of PDAC cells by arresting the cell cycle via GADD45A. Thus, PKR shows potential as a therapeutic target for the treatment of PDAC. Moreover, the PKR inhibitor should be evaluated in humans to establish its clinical applicability in PDAC.

## Methods

### Cell culture

The pancreatic cancer cell lines PANC-1 and MIA PaCa-2 were purchased from American Type Culture Collection (Manassas, VA, USA) and cultured in Dulbecco’s modified Eagle’s medium (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (Thermo Fisher Scientific) and 1% penicillin. Cells were incubated in a 37 ℃ humidified incubator with 5% CO_2_.

### Gene expression analysis in cancer cell lines

Gene expression data for *EIF2AK2* (PKR) was retrieved from the DepMap Portal database (Expression Public 24Q4 release). The analysis included 64 pancreatic adenocarcinoma cell lines selected from a total of 2,015 cancer cell lines available in the database, allowing for focused evaluation of EIF2AK2 expression patterns in this specific cancer type. Log_2_-transformed TPM + 1 (transcripts per million) values were used to measure gene expression levels. The data was ranked based on expression levels, with the x-axis representing the rank of each cell line, going from lowest to highest expression.

### Kaplan–Meier plotter database

Kaplan**–**Meier Plotter (http://kmplot.com/analysis), an online database, was used to assess the correlation between gene expression and survival^28^. We used the Kaplan–Meier Plotter tool to analyze the relationship between PKR mRNA expression and DFS in PDAC. Similarly, the correlation between growth arrest and DNA damage-inducible 45 alpha (GADD45A) mRNA levels and DFS was analyzed. The results are presented as HRs, 95% CIs, and computed log-rank p-values.

### Gene expression profiling interactive analysis dataset

GEPIA (http://gepia.cancer-pku.cn/) is an interactive online analysis tool that includes mRNA expression data for 9,736 tumor tissues from The Cancer Genome Atlas and 8,587 normal tissues from the Genotype-Tissue Expression database^29^. GEPIA was used to compare the expression levels of PKR between pancreatic cancer and normal pancreatic tissues.

### Western blotting

Proteins were extracted with RIPA buffer comprising 10 mmol/L Tris, PH 7.4, 150 mmol/L NaCl, 0.5% v/v NP-40, and 1% w/v sodium dodecyl sulfate. Protein (20 µg) was loaded onto 4–12% Bis-Tris gels (Thermo Fisher Scientific) and then transferred to Immobilon-P membranes (Millipore, Billerica, MA, USA). The membranes were incubated with the relevant antibodies (1:1000 dilutions) (Table S2) for 10 h at 4 ℃ and then incubated with horseradish peroxidase-conjugated secondary antibodies (GENA934-1ML; Cytiva, Marlborough, MA, USA, 1:10000) and anti-mouse immunoglobulin G (NA934-1ML; Cytiva). Signals were detected using an ECL Prime Kit (Cytiva) and ImageQuant LAS 4000 system (GE Healthcare, Chicago, IL, USA). The density of the bands was quantified using ImageJ software (National Institutes of Health, Bethesda, MD, USA).

### Transfection of SiRNA

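The target sites of the siRNAs were located by exact match to hg38 with the GENCODE release 44 annotation. The site of PKR siRNA 1, GCAGATACATCAGAGATAA, lies in exon 8 of the 17 exons of the EIF2AK2 transcript, on the minus strand of chromosome 2 from 37138311 to 37138329, within the coding sequence. It is present in 12 of the 14 annotated EIF2AK2 transcripts. Its context in the mRNA is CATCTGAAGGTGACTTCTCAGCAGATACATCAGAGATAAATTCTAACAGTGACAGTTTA. The site of PKR siRNA 2, GATCTTAAGCCAAGTAATA, spans the junction of exons 13 and 14, also in the coding sequence. Its first 9 bases lie at 37119959 to 37119967 and the other 10 at 37114850 to 37114859 of chromosome 2, and 10 of the 14 transcripts hold it. Its context is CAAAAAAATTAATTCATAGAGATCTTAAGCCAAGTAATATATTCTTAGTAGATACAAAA. The GADD45A siRNA matches exon 4, the last of 4, on the plus strand of chromosome 1 from 67687756 to 67687774, over the end of the coding sequence and the stop codon.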

We used PKR-specific siRNA1 (5′-GCA GAU ACA UCA GAG AUA A-3′) and siRNA2 (5′-GAU CUU AAG CCA AGU AAU A-3′), GADD45A-specific siRNA (5′-UAA UCU CCC UGA ACG GUG A-3′), and control siRNA (Horizon Discovery, Cambridge, UK). PANC-1 and MIA PaCa-2 cells were transfected with 50 pM siRNA using RNAiMAX (Thermo Fisher Scientific). After 72 h, RNA and proteins were extracted from the cells.

### RNA extraction, cDNA synthesis, and real-time reverse transcription polymerase chain reaction

Total RNA was extracted from PANC-1 and MIA PaCa-2 cells using TRIzol reagent (Thermo Fisher Scientific). RNA was reverse-transcribed using a High-Capacity cDNA Reverse Transcription Kit with an RNase inhibitor (Applied Biosystems, Foster City, CA, USA). Real-time PCR was performed on a LightCycler 480 (Roche, Basel, Switzerland) with SYBR Green I (Roche, BSL, Switzerland). The primer sequences used to amplify the human genes are listed in Table S3. Glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) was used as an internal reference gene. Relative changes in mRNA levels were determined by relative quantification using the 2^−ΔΔCt^ method.

### Chemicals

The PKR inhibitor C16 was purchased from Merck (Kenilworth, NJ, USA) and solubilized in DMSO. The final concentration of C16 was adjusted to 800 nM. DMSO was used as a control.

### Cell proliferation assay

Cell viability was quantified using the MTS assay (Promega, Madison, WI, USA). Cells were seeded at 2,000 per well in 96-well plates and transfected with siRNA the following day. At 72 h post-transfection, the cells were treated with MTS reagent and incubated for 2 h. The absorbance at 490 nm was recorded using a plate reader (Asys Expert 96; Biochrom, Cambridge, UK).

### Cell cycle analysis

Cell Cycle Assay Solution Deep Red (Deep Red; Dojindo Molecular Technologies, Kumamoto, Japan) was used to detect the distribution of cells at different phases of the cell cycle. Cells were seeded at a density of 1 × 10^6^ cells/dish in 10-cm dishes. At 72 h after siRNA transfection, the samples were washed with PBS, resuspended in PBS, and stained with Cell Cycle Assay Solution Deep Red followed by incubation at 37 ℃ for 15 min according to the manufacturer’s protocol. The samples were analyzed using flow cytometry (Gallios flow cytometer; Beckman Coulter, Brea, CA, USA).

### Apoptosis assay

The apoptosis assay was performed using Annexin V (BD Biosciences) and 7-amino-actinomycin D (7-AAD) (Immunostep, Salamanca, Spain). Cells were seeded at a density of 1 × 10^6^ cells/dish in 10-cm dishes. At 72 h after siRNA transfection, the cells were detached using 0.05% trypsin and washed twice with FCM buffer [0.5% bovine serum albumin, 0.01% NH_2_ (pH 7.3)]. The samples were resuspended in 1× annexin-binding buffer and incubated with 5 µL Annexin V-FITC and 5 µL 7-AAD for 15 min at room temperature while avoiding exposure to light. Finally, the stained samples were analyzed using a Guava EasyCyte Flow Cytometer (Gallios flow cytometer; Beckman Coulter).

### RNA-seq and data analyses

Total RNA was collected from PANC-1 cells 72 h after transfection with control, PKR siRNA 1, or PKR siRNA 2. The integrity of the isolated RNA was verified using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) and an RNA6000 Nano Kit (Agilent Technologies). RNA-seq libraries were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit from Illumina (San Diego, CA, USA), NEBNext Poly(A) mRNA Magnetic Isolation Module, and NEBNext Multiplex Oligos (New England Biolabs, Ipswich, MA, USA). The quality of the RNA-seq libraries was verified, and the average size of the libraries was calculated using a 2100 Bioanalyzer and Agilent DNA1000 kit (Agilent Technologies). The qPCR-based libraries were quantified using a Kapa Library Quantification Kit (Illumina). Paired end reads (75 bp) were sequenced using the MiSeq Reagent Kit V3 for 150 cycles on a MiSeq system (Illumina). Mapping to the human genome data hg38 was performed using TopHat (https://ccb.jhu.edu/software/tophat/index.shtml), and sequence reads were assigned to genomic features using feature counts^30^. The differential expression analysis tool TCC (Bioconductor.org) was used to normalize each sample before determining the differences in expression between control siRNA (*n* = 3), PKR siRNA 1 (*n* = 3), and PKR siRNA 2 (*n* = 3) using the tmm package in R (https://www.r-project.org/). The same method was used for RNA-seq analysis of RNA extracted 72 h after treatment of PANC-1 cells with DMSO or C16 (800 nM). Raw and processed data were submitted to the Gene Expression Omnibus (GSE285947) database. GSEA was conducted using GSEA software^31^.

### Statistical analyse*s*

All statistical analyses were performed using JMP version 13.2 (SAS Institute, Cary, NC, USA). Data are expressed as the mean and standard deviation. Statistical differences were analyzed using Student’s *t*-test or Wilcoxon test. Correlations between two variables were evaluated using Pearson’s correlation coefficients. Statistical significance was set at *P* < 0.05, based on two-tailed tests.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets generated and/or analysed during the current study have been deposited in the Gene Expression Omnibus (GEO) repository under the accession number GSE285947.

# Supplementary material for: Protein kinase R regulates pancreatic ductal adenocarcinoma progression by modulating the cell cycle via GADD45A
**Source:** Sci Rep. 2025 Jul 10;15:24966. doi: 10.1038/s41598-025-06213-4
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Information**

**Protein kinase R regulates pancreatic ductal adenocarcinoma progression by modulating the cell cycle via *GADD45A***

Yuki Numata, Mitsuhito Koizumi, Takao Watanabe, Osamu Yoshida, Yoshio Tokumoto, Kaori Marui, Sho Ishikawa, Masahito Kokubu, Yusuke Okujima, Yoshiki Imamura, Miyake Teruki, Teru Kumagi, Yoichi Hiasa

S**upplementary Table S1. Genes commonly upregulated under three conditions**

| Ensembl Gene ID | Gene Symbol |
| --- | --- |
| ENSG00000154380 | *ENAH* |
| ENSG00000123505 | *AMD1* |
| ENSG00000011052 | *NME1-NME2* |
| ENSG00000100292 | *HMOX1* |
| ENSG00000155380 | *SLC16A1* |
| ENSG00000075426 | *FOSL2* |
| ENSG00000162772 | *ATF3* |
| ENSG00000116717 | *GADD45A* |
| ENSG00000144597 | *EAF1* |
| ENSG00000175197 | *DDIT3* |
| ENSG00000084070 | *SMAP2* |
| ENSG00000124762 | *CDKN1A* |
| ENSG00000172071 | *EIF2AK3* |
| ENSG00000090674 | *MCOLN1* |

***Three conditions:**

PANC-1 cells were either transfected with two distinct PKR-targeting siRNAs (PKRsi 1, PKRsi 2) or treated with varying concentrations of the PKR inhibitor (800 nM) for 72 h.

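Of the 14 upregulated genes of Table S1, matched by their Ensembl identifiers, 12 passed both thresholds in all 3 conditions, and the same number when adjusted over the list alone; the study chose the list on these libraries, so that number is not independent evidence. ATF3 had the largest rise with 800 nM C16, from 15.7 ± 1.57 normalized counts with DMSO (SD, n = 3) by a log2 fold change of 1.90 (standard error 0.18, adjusted p = 2.92e-13 from limma with Benjamini-Hochberg adjustment). HMOX1 rose most with PKR siRNA 1, from 182 ± 22.2 to 471 ± 49.5 normalized counts (SD, n = 3 each), a log2 fold change of 1.37. NME1-NME2, a readthrough gene that shares 51.7% of its exon bases with NME1 and 46.6% with NME2, had group means of 0.685 to 3.20 normalized counts and was not tested. DDIT3 and FOSL2 fell under the thresholds without the second control siRNA library; DDIT3 then had a log2 fold change of 0.47 with PKR siRNA 1. SLC16A1 did so without the third control siRNA library or the first of PKR siRNA 2, and ENAH without the first DMSO library. EIF2AK3 shares 16.8% and DDIT3 5.8% of exon bases with a gene on the opposite strand, which leaves their reads uncertain where counting did not use strand.

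**Figure D4:**
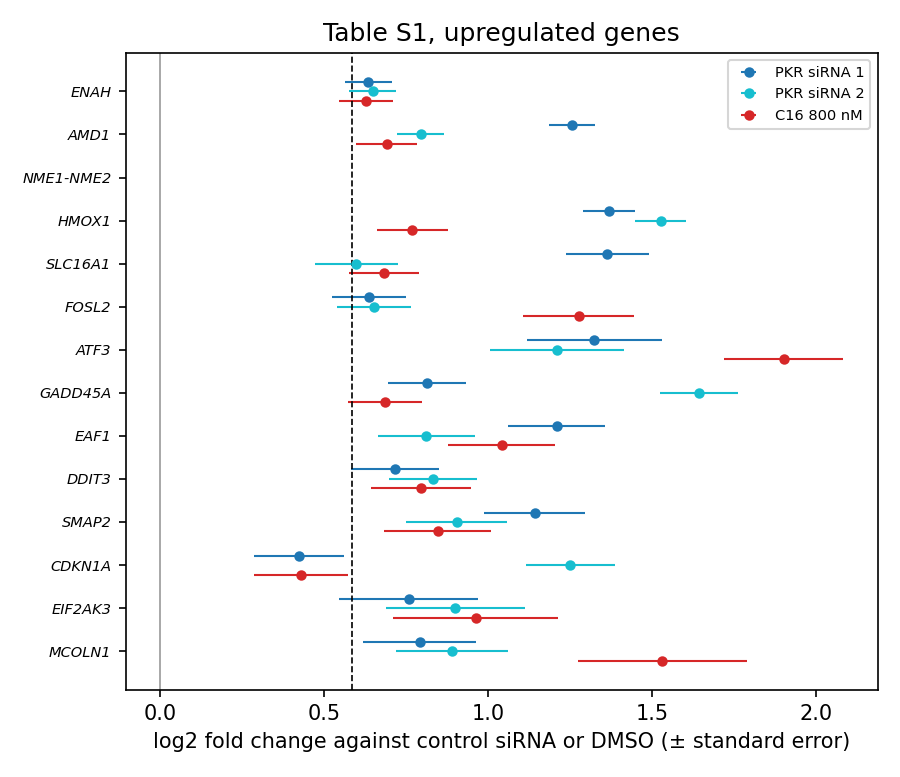
Log2 fold changes of the upregulated genes of Table S1 with PKR siRNA 1, PKR siRNA 2 and 800 nM C16, with error bars for the standard error and a dashed line at a fold change of 1.5. NME1-NME2 was not tested and has no points, and the values of ATF3 reach 1.90.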

**Genes commonly downregulated under three conditions**

| Ensembl Gene ID | Gene Symbol |
| --- | --- |
| ENSG00000185033 | *SEMA4B* |
| ENSG00000142798 | *HSPG2* |
| ENSG00000162337 | *LRP5* |
| ENSG00000185215 | *TNFAIP2* |
| ENSG00000099282 | *TSPAN15* |
| ENSG00000103222 | *ABCC1* |
| ENSG00000108846 | *ABCC3* |
| ENSG00000109790 | *KLHL5* |
| ENSG00000149527 | *PLCH2* |
| ENSG00000100403 | *ZC3H7B* |
| ENSG00000006062 | *MAP3K14* |
| ENSG00000186260 | *MRTFB* |
| ENSG00000100311 | *PDGFB* |
| ENSG00000174705 | *SH3PXD2B* |
| ENSG00000186815 | *TPCN1* |
| ENSG00000166920 | *C15orf48* |
| ENSG00000103490 | *PYCARD* |
| ENSG00000170412 | *GPRC5C* |
| ENSG00000126464 | *PRR12* |
| ENSG00000164985 | *PSIP1* |
| ENSG00000187325 | *TAF9B* |
| ENSG00000163898 | *LIPH* |
| ENSG00000039139 | *DNAH5* |
| ENSG00000125746 | *EML2* |
| ENSG00000188636 | *RTL6* |
| ENSG00000006210 | *CX3XL1* |
| ENSG00000142197 | *DOP1B* |
| ENSG00000134575 | *ACP2* |
| ENSG00000111679 | *PTPN6* |
| ENSG00000162804 | *SNED1* |

***Three conditions:**

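Table S1 also lists 30 genes as downregulated, of which 27 passed both thresholds in all 3 conditions, the same number when adjusted over the list alone. ABCC3 fell most with 800 nM C16, from 146 ± 18.0 to 28.5 ± 2.44 normalized counts (SD, n = 3 each), a log2 fold change of -2.31 (standard error 0.15, adjusted p = 4.97e-20 from limma with Benjamini-Hochberg adjustment). TNFAIP2 had log2 fold changes of -1.22, -1.40 and -1.23 with PKR siRNA 1, PKR siRNA 2 and 800 nM C16. ABCC1 and LIPH fell by less than 1.5-fold with PKR siRNA 2, at -0.46 and -0.53, and SNED1, with 3.13 to 12.8 normalized counts in the C16 table, was not tested there. With 1 library left out, between 23 and 27 of the 30 genes passed. Without the second control siRNA library ACP2, HSPG2, LDOC1L, PRR12 and PTPN6 were lost and LIPH was gained, and without the third ACP2 and PRR12 were lost. EML2 was lost without the third library of PKR siRNA 1. For PKR siRNA 2, leaving out the first library lost ACP2, HSPG2, PRR12 and SH3PXD2B, the second ACP2, LDOC1L and TSPAN15, and the third LDOC1L. DOPEY2 and ZC3H7B were lost without the third DMSO library, and PSIP1 without the first library of 800 nM C16. PYCARD shares 41.0% of its exon bases with a gene on the opposite strand, HSPG2 11.7%, EML2 11.6%, ACP2 7.4%, MAP3K14 1.9% and SNED1 1.8%, which leaves their reads uncertain where counting did not use strand. C15orf48 shares 8.4% with a microRNA gene on its own strand, and ABCC1 and PLCH2 are annotated on 2 sequences of the genome build, so their reads are uncertain too.

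**Figure D5:**
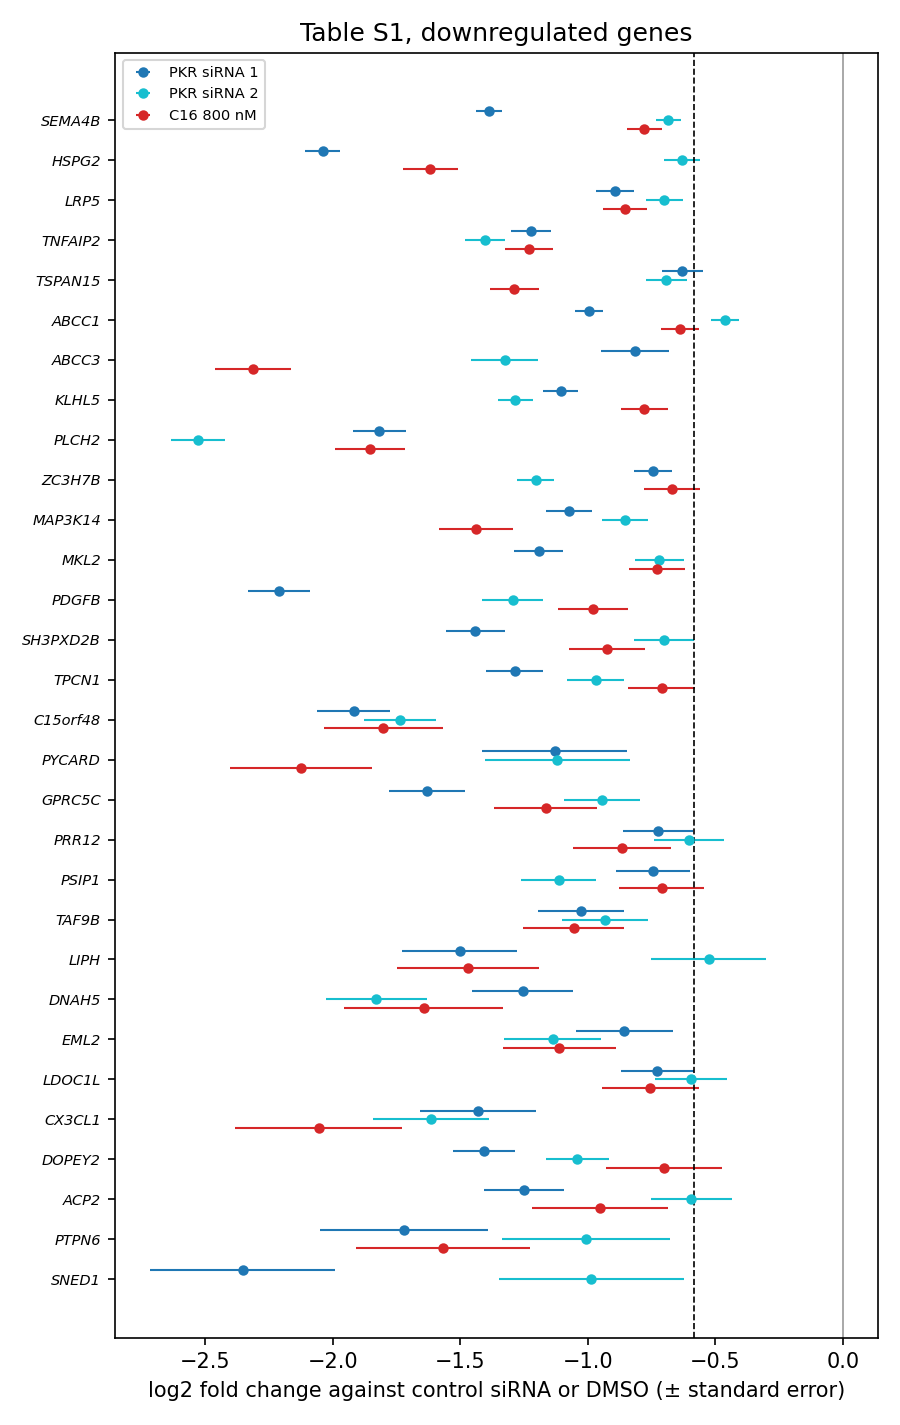
Log2 fold changes of the downregulated genes of Table S1 with PKR siRNA 1, PKR siRNA 2 and 800 nM C16, with error bars for the standard error and a dashed line at a fold change of 1.5. SNED1 has no C16 point, and ABCC3 reaches -2.31 with 800 nM C16.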

PANC-1 cells were either transfected with two distinct PKR-targeting siRNAs (PKRsi 1, PKRsi 2) or treated with varying concentrations of the PKR inhibitor (800 nM) for 72 h.

S**upplementary Table S2. Antibodies used in this study**

| Antibody | Company | Protocol |
| --- | --- | --- |
| PKR | Cell Signaling Technology, #3072 | WB, IP |
| PKR (phosphor T446) | Abcam, ab32036 | IHC, WB, IP |
| GADD45A | Abcam, ab180768 | WB |
| β-actin | Proteintech, 60008-1-1g | IHC, WB, IF, FC |

IHC, immunohistochemistry. WB, western blotting. IP, immunoprecipitation

IF, immunofluorescence. FC, flow cytometry

S**upplementary Table S3. Primer sequences used for real-time PCR**

| *EIF2AK2* | Forward primer | TGTTGGGATGGATTTGATTAATG |
| --- | --- | --- |
|  | Reverse primer | GAAAAGGCACTTAGTCTTTGACCT |
| *GADD45A* | Forward primer | GACTTTGGAGGAATTCTCGGCTG |
|  | Reverse primer | CTTCGTACACCCCGACAGTGA |
| *GAPDH* | Forward primer | AGCCACATCGCTCAGACAC |
|  | Reverse primer | GCCCAATACGACCAAATCC |

Supplementary Fig. S1 PKR expression in pancreatic cancer cell lines

**(a)** Waterfall plot showing the ranked expression of EIF2AK2 (PKR) across 64 pancreatic adenocarcinoma cell lines from the DepMap Portal database (Expression Public 24Q4). The y-axis displays log_2_(TPM+1) expression values, while the x-axis shows the rank order of cell lines based on expression level. Each circle represents a distinct cancer cell line. Two cell lines of interest, PANC1 and MIAPACA2, are highlighted in darker blue and labeled. **(b)** PKR expression in PANC-1 and MIA PaCa-2 cells was confirmed by western blot analysis.

Supplementary Fig. S2. Phosphorylation of eIF2α after transfection with PKR-specific siRNA or treatment with a protein kinase R (PKR) inhibitor

Western blot analysis showing the protein levels of phosphorylated EIF2α (P-EIF2α) in PANC-1 cells after treatment with the PKR inhibitor (C16) for 72 h.

Supplementary Fig. S3. Transcriptional profiling of pancreatic ductal adenocarcinoma (PDAC) cells with protein kinase R (PKR) knockdown or PKR inhibition

**(a)** Venn diagram showing the overlap of upregulated genes in PANC-1 cells subjected to different treatments. Cells were either transfected with two distinct PKR-targeting siRNAs (PKRsi 1, PKRsi 2) or treated with varying concentrations of the PKR inhibitor (800 nM) for 72 h. Gene upregulation was determined relative to control siRNA-transfected or DMSO-treated cells under the criteria of false discovery rate < 0.05 and fold-change > 1.5. The panel lists the 14 genes upregulated under all treatment conditions. **(b)** Corresponding Venn diagram shows genes that were downregulated under the same treatment conditions described above. This panel revealed specific subsets of genes suppressed by each treatment and highlighted 30 genes that were consistently downregulated.

Supplementary Fig. S4. GSEA enrichment plots of the BIOCARTA_CELLCYCLE_PATHWAY in pancreatic ductal adenocarcinoma (PDAC) cells following protein kinase R (PKR) knockdown or PKR inhibition

**(a)** Gene set expression analysis (GSEA) plot of PANC-1 cells transfected with two different PKR-targeted siRNAs. **(b)** GSEA plot of PANC-1 cells treated with the PKR inhibitor C16 (800 nM). NES normalized enrichment score, FDR false discovery rate.

Supplementary Fig. S5. Analysis of apoptosis in PANC-1 cells following *GADD45A* knockdown.

Apoptosis assay of PANC-1 cells treated as in *GADD45A* siRNA using Annexin V and 7-AAD staining and analyzed using flow cytometry. The bar graph shows the percentages of live along with early and late apoptotic cells. Data represent the mean ± standard error of the mean of three replicates. *P < 0.05, vs. control treatment, Student’s *t*-test.

Supplementary Fig. S6. Silencing of protein kinase R (PKR) leads to CDKN1A upregulation

1. Panc-1 cells were transfected with control, *PKR* siRNA1, or *PKR* siRNA2. *CDKN1A* mRNA

expression was quantified using RT-PCR. B. Panc-1 cells were treated with DMSO or C16 (800 nM) for 72 h, after which the RNAs were analyzed. *CDKN1A* mRNA expression was measured using RT-PCR. Data represent the mean ± standard error of the mean of five replicates. *P < 0.05, vs. DMSO treatment, Student’s *t*-test. **b)** Panc-1 cells were treated with DMSO or C16 (800 nM) for 72 h, after which the RNAs were analyzed. *CDKN1A* mRNA expression was measured using RT-PCR. Data represent the mean ± standard error of the mean of five replicates. *P < 0.05, vs. DMSO treatment, Student’s *t*-test.

Supplementary Fig. S7. Original blots for Fig. 2b.

Supplementary Fig. S8. Original blots for Fig. 3a.

Supplementary Fig. S9. Original blots for Fig. 5c.

Supplementary Fig. S10. Original blots for Fig. 5d and 5e.

Supplementary Fig. S11. Original blots for Supplementary Fig. S2.

How the deposited data were processed for this re-analysis (not part of the article)

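RNA of PANC-1 cells was sequenced in 18 libraries, 3 for each of control siRNA, PKR siRNA 1, PKR siRNA 2, DMSO, 400 nM C16 and 800 nM C16. Conditions and replicates were taken from the sample labels and the paper's methods, and the 400 nM dose from the labels alone. The siRNA libraries and the C16 libraries came from different sequencing runs and were normalized by the authors in separate tables. Run and kind of treatment cannot be told apart, so tests were made within a table, and only fold changes and lists of genes were set across them.

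The authors mapped the reads to hg38 with TopHat, counted them on genes with featureCounts and normalized them with TCC by TMM. The deposited values are a normalized signal per gene, read counts divided by a factor per library, without a filter on low values. In all libraries 100.0% of the values were whole multiples of the value of 1 read, so reads were recovered. In the first library of PKR siRNA 2 and the first of 800 nM C16 this value lies so close to 1 that the multiples are hard to tell from rounding. The paper's text does not state the annotation or whether counting used strand, so genes that overlap another gene are reported as uncertain. The number of columns that could not be assigned to a sample was 0.

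The siRNA libraries held 1512940 to 1873906 reads on genes and the C16 libraries 894145 to 1474308. This depth leaves genes with few reads imprecise, and counting error is larger in the C16 table. Replicates differed by more than the sampling noise, with a chi-square per degree of freedom over all genes from 1.03 to 1.68 (median 1.13) and p under 0.05 in all 18 pairs, so none were merged. The paper's text does not state whether the replicates were separate cultures. The SDs and p-values therefore describe the spread between libraries, which is the spread between cultures only if the replicates were separate cultures.

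Values were tested as log2 (normalized count + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), two-sided, with all 9 libraries of a table in the fit, for genes with a mean of at least 10 normalized counts. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.5, the paper's thresholds, were counted. Single genes also had an exact permutation test on the same log2 (normalized count + 1) values. The tests of the comparisons and of the gene lists, the samples in them, the lists and the alternatives were set before the data were examined, and no alternative was added later. Some tests of explanations were chosen later and are named as such in the closing section. The alternatives were pseudocounts of 0.5 and 5, no filter, a minimum mean of 30, median-of-ratios rescaling, a fit of only the groups compared, a replicate block, edgeR 4.0.16 (quasi-likelihood and exact test) and DESeq2 1.42.0 on the recovered reads, and each library left out in turn. On the recovered reads the quasi-likelihood test called 954 genes up and 1310 down with PKR siRNA 1, 1240 and 1319 with PKR siRNA 2, and 1229 and 1425 with 800 nM C16.

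Gene lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation, fry and fgsea 1.28.0 as alternatives. They were the BIOCARTA cell cycle list and lists of p53 targets, integrated stress response targets, NF-kB targets, interferon-stimulated genes, ER chaperone genes, G1/S genes and G2/M genes, all written from memory and not compared with a published copy. Genes named in the text are EIF2AK2, GADD45A, CDKN1A, the genes of Table S1, members of the lists past the thresholds in all 3 conditions, and, for each of the 4 treatments, the 3 genes with the largest rise and the 3 with the largest fall among those with a mean of at least 50 whose treated libraries all lay beyond the controls. A gene that meets this rule is not reported here. Table S1 was matched by Ensembl identifier, since some of its symbols are newer or spelled differently. Matches to siRNA seeds, guide positions 2 to 8, were sought in 3′ UTRs of at least 50 bases in GENCODE release 44.

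The scripts were tested on simulated reads with 200 changed genes. limma recovered 192 among 10585 genes of the siRNA table (96.0%, with 5 false calls) and 185 among 9956 genes of the C16 table (92.5%, with 7 false calls). DESeq2 recovered 180 and 164, with 0 false calls in each; its fitted dispersion was 0.0115 against 0.00103 simulated in the siRNA table, and 0.0161 against 0.00198 in the C16 table. In simulated lists the raised list was found by all 4 methods and 0 others were called. A seed lowered by 0.2 on the log2 scale ranked first in 18 of 20 trials, with a worst rank of 41. RT-PCR, western blots, flow cytometry, MIA PaCa-2 cells and patient data were not analysed here.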

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

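The tests of GC content, transcript length, low genes and seed matches on the opposite changes were chosen only after the result was seen. The same holds for the test of knockdown depth on GADD45A and CDKN1A. It also holds for the simulations of the shared control siRNA libraries and of the shared DMSO libraries.

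The PKR siRNAs differed from each other in the genes the paper follows. In the direct comparison, GADD45A was higher with PKR siRNA 2 than with PKR siRNA 1 by 0.83 on the log2 scale (standard error 0.12, adjusted p = 6.81e-09 from limma with Benjamini-Hochberg adjustment) and CDKN1A by 0.83 (standard error 0.14, adjusted p = 2.54e-07 from limma with Benjamini-Hochberg adjustment), with every PKR siRNA 2 library above every PKR siRNA 1 library for both genes. In all, 1740 genes were higher and 1622 lower with PKR siRNA 2. A deeper knockdown is a candidate explanation, but EIF2AK2 differed by only -0.31 (standard error 0.25, adjusted p = 0.282 from limma with Benjamini-Hochberg adjustment), and with 8 to 15 reads of EIF2AK2 left per library a small difference stays open. The 3′ UTRs of both genes hold no match to either seed, which leaves indirect effects of other transcripts open. The depth of the siRNA groups was similar, with medians of 1756617 and 1739550 reads.

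ID1, ID2 and ID3 were also higher with PKR siRNA 2 than with PKR siRNA 1, by 2.06, 2.21 and 2.00 on the log2 scale (adjusted p = 5.32e-36, 1.27e-14 and 3.88e-26 from limma with Benjamini-Hochberg adjustment). None of them holds a seed match. They rose with both siRNAs, whereas with 800 nM C16 ID1 fell (-1.57), ID3 did not change detectably (0.35, adjusted p = 0.178 from limma with Benjamini-Hochberg adjustment) and ID2 was too low to test.

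The G2/M genes had a median difference of -0.714 between PKR siRNA 2 and PKR siRNA 1 (camera, adjusted p = 1.09e-09 by Benjamini-Hochberg over 16 tests). Their median log2 fold change was 0.31 with PKR siRNA 1, with 2 of 25 genes upregulated, and -0.43 with PKR siRNA 2, with 9 downregulated. Both siRNAs were compared with the same control libraries, so noise of the controls moves both medians alike and adds nothing to their difference. Whether the difference comes from the knockdown or from other targets of the siRNAs was not tested for this list.

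The C16 libraries at 400 nM, for which the paper's RNA-seq paragraph gives no result, had 705 upregulated and 543 downregulated genes against DMSO. The real grouping was the only 1 of the 10 splits of the 6 libraries with as many genes, and 3 against 3 libraries cannot give fewer. The fold changes at both doses correlated at r = 0.84 across 9821 genes, which are not independent replicates. Both doses share the DMSO libraries; over the 9963 genes of the C16 table, where r was also 0.84, simulated unchanged groups gave a mean of 0.45 and at most 0.48 in 100 simulations, and effects of 400 nM shuffled among genes of similar level at most 0.13. The largest rises were those of ARSI (2.66), FLNC (2.38) and SH2D5 (2.33), and the largest falls those of MXRA5 (-2.03), RET (-1.96) and FAAP100 (-1.92). GADD45A rose by 0.58 at 400 nM (adjusted p = 5.74e-05 from limma with Benjamini-Hochberg adjustment), just under 1.5-fold, and CDKN1A by 0.64 (adjusted p = 4.01e-04 from limma with Benjamini-Hochberg adjustment), past it. Between the doses, 113 genes were higher and 394 lower at 800 nM; GADD45A (0.11) and CDKN1A (-0.21) did not differ detectably.

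The genes lowered by both PKR siRNAs and raised by 800 nM C16 numbered 74, where independent lists would share 37.8 (exact hypergeometric test, one-sided, p = 5.79e-09), so the lists are not unrelated. Of the genes raised by both siRNAs, 29 fell with C16, where 30.8 would by chance. At 400 nM, 62 genes went down with the siRNAs and up with C16, against 22.8 by chance (exact hypergeometric test, one-sided, p = 2.11e-13). Among the 74 genes, 28.4% hold a match to the seed of PKR siRNA 1 and 25.7% to that of PKR siRNA 2, against 14.6% and 18.5% of all genes tested. The 74 genes were chosen as lowered by both siRNAs, however. Of all genes lowered by PKR siRNA 1, 27.3% hold its site, and of those lowered by PKR siRNA 2, 30.4% hold its site. These shares do not set the 74 genes apart from other genes lowered by the siRNAs. Across genes, the fold changes of PKR siRNA 2 correlated with those of 800 nM C16 at r = -0.31 and of 400 nM at r = -0.32, whereas those of PKR siRNA 1 correlated with them at r = 0.20 and r = 0.16. The opposite direction across all genes was thus seen with PKR siRNA 2 and not with PKR siRNA 1. For PKR siRNA 2 and 800 nM C16, r was -0.32 over the 9762 genes with a reference transcript, and -0.31 after a trend on GC content or -0.32 after one on transcript length was removed. It was -0.31 among the 2807 genes with a mean of at least 100 and -0.32 among the 7758 genes without a seed match of PKR siRNA 2, so none of these accounts for it alone. With each library left out in turn it stayed between -0.32 and -0.31. Each fold change was taken against controls of the same run. Only the kind of treatment, siRNA or C16, cannot be told apart from the run. Effects of C16 beyond PKR remain open as untested.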

How the results depend on the processing

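No alternative was chosen after a result was seen. A minimum mean of 30 normalized counts, which tests fewer genes, gave 405 upregulated genes for both PKR siRNAs, 800 downregulated with 800 nM C16 and 296 with 400 nM C16, and 18 and 25 genes up and down in all 3 conditions. With edgeR's exact test, both PKR siRNAs gave 396 genes up and 513 down. That test takes both siRNAs as 1 group, so the difference between them counts as spread. Whether this accounts for all of the drop was not tested. The other alternatives kept every count of genes within 1.5 times. DESeq2, whose fitted dispersion was too high in simulation, gave 23 and 30 genes in all 3 conditions. For both PKR siRNAs a fit of only the groups compared is the fit already made, since these groups are all the libraries of the table. In the fit used to count splits of the libraries, which takes both siRNAs as 1 group, 735 genes passed the thresholds, against 1606 with a group for each siRNA; the difference between the siRNAs then counts as spread.

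EIF2AK2 with 800 nM C16 had a log2 fold change of -0.0099 under edgeR's exact test and from -0.0507 to 0.0686 across the 6 fits that each left out 1 library, negative without the first DMSO library (-0.0507) or the first C16 library (-0.0130). GADD45A with 400 nM C16 ranged from 0.53 to 0.66 across such fits, past 1.5-fold without the second DMSO library (0.66) or the first C16 library (0.60). CDKN1A with 400 nM C16 ranged from 0.43 to 0.77 and fell under 1.5-fold without the first DMSO library (0.43) or the third C16 library (0.56). In the other comparisons EIF2AK2, GADD45A and CDKN1A kept their direction and their side of the thresholds in all alternatives. Of 396 values for 33 results on the genes with the largest changes and on ATF3, DDIT3 and TNFAIP2, 394 kept theirs, and 2, both for DDIT3, were weaker (0.47 with PKR siRNA 1 and 0.58 with PKR siRNA 2 without the second control siRNA library).

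For the cell cycle list, an estimated correlation gave unadjusted p-values of 0.0777 with PKR siRNA 1 and 0.0663 with 800 nM C16 (adjusted 0.173 and 0.156). For both PKR siRNAs the unadjusted p-value was 0.139 with camera, 0.00974 with fry and 0.0346 with fgsea; adjusted, these were 0.264, 0.0144 and 0.064, so that after adjustment the call changed with fry and not with fgsea. Whether a list changed at all is the question of fry, whereas camera and fgsea compare the list with the other genes. Whether this accounts for the change of the call was not tested. With PKR siRNA 2 the direction given by camera reversed with the minimum mean of 30 (0.968) and with the replicate block (0.958), without a detectable shift either way. Of the other lists, the fall of the interferon-stimulated genes with 800 nM C16 was lost with the minimum mean of 30 (adjusted p = 0.269 from camera of limma with Benjamini-Hochberg adjustment, in a range from 0.00082 to 0.269 over the alternatives). It was also lost with an estimated correlation (0.134). Some calls arose under fry and not under camera or fgsea. These were falls of the interferon-stimulated genes with PKR siRNA 1 (adjusted p = 0.000548 from fry) and with both PKR siRNAs (0.00366). The others were a rise of the ER chaperone genes with PKR siRNA 1 (0.0122) and a fall of the G2/M genes with both PKR siRNAs (0.00449). For both PKR siRNAs, the fall of the G1/S genes was lost with fgsea (adjusted p-value 0.0996), with an estimated correlation (0.156) and with the replicate block (0.0529), in a range from 0.000261 to 0.156 over the alternatives. Median-of-ratios rescaling changed no direction and no call of the 8 lists.

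The replicate numbers did not pair the libraries: deviations from the group means of libraries with the same number correlated from -0.049 to 0.032. With the replicate block, 905 genes were up and 1332 down with PKR siRNA 1, 1136 and 1353 with PKR siRNA 2, and 1158 and 1396 with 800 nM C16, with 30 and 38 genes in all 3 conditions.

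Depth limits the C16 table more than the siRNA table, since fewer genes reach a mean of 10 there (9963 against 10593).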

Differences from the paper's values

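None of the settings named here was chosen after a result was seen. The number of genes upregulated in all 3 conditions was 30, against the paper's 14. Of the alternatives set before the data were examined, only the minimum mean of 30 normalized counts came within 1.5 times of the paper's value, with 18 genes; the other alternatives gave from 23 to 31. For genes downregulated in all 3 conditions the number was 40 against the paper's 30, within 1.5 times; a pseudocount of 5 and DESeq2 on the recovered reads each gave 30.

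The paper lists CDKN1A among the genes upregulated in all 3 conditions. Here its log2 fold change was 0.42 with PKR siRNA 1 and 0.43 with 800 nM C16, both under 1.5-fold, and no alternative called it in all 3. NME1-NME2, ABCC1 and SNED1, which the paper also lists, were not called in all 3 conditions under any alternative either. LIPH, with a log2 fold change of -0.53 with PKR siRNA 2, was called in all 3 only without the second control siRNA library.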

Other observations

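The simulations of the shared control siRNA libraries and of the shared DMSO libraries were chosen only after the result was seen. So were the tests on the opposite changes and on knockdown depth given with the results above.

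Whether the lists behind the genes shared by all 3 conditions are related was tested by the number shared. The number upregulated was what independent lists may give (30 against 25.2, exact hypergeometric test, one-sided, p = 0.18). For the downregulated genes the number shared was also no larger than by chance (40 against 46.0, exact hypergeometric test, one-sided, p = 0.855), but the excess of genes that went the opposite way with C16 (exact hypergeometric test, one-sided, p = 5.79e-09) is not what unrelated lists give. These tests do not say which of the shared genes respond to PKR.

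The seed of an siRNA guide can lower transcripts that match it in their 3′ UTR. Among 16107 heptamers, ranked by the change of the genes that hold them after adjustment, the site of the seed of PKR siRNA 1, AGAGATA, ranked 1 in the comparison of PKR siRNA 1 and 3431 in that of PKR siRNA 2. The site of PKR siRNA 2, AAGTAAT, ranked 1 in its own comparison and 4899 in the other. Genes with the site of PKR siRNA 1 had a median log2 fold change of -0.18 with that siRNA, against 0.01 without it; for PKR siRNA 2 the medians were -0.14 and 0.00. Of the genes lowered by PKR siRNA 1, 27.3% held its site, and of those lowered by PKR siRNA 2, 30.4% held its site. Of the 40 genes lowered in all 3 conditions, 15.0% and 17.5% held the sites, close to 14.6% and 18.5% of all genes tested. That matches to the seed of siRNA 1 in 3' UTRs, and likewise those of siRNA 2, lowered part of the genes that fell with each siRNA is a hypothesis that these ranks fit; it may hold together with effects of the knockdown, and the shares do not show it for the 40 genes.

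The correlation of the fold changes of the 2 PKR siRNAs was 0.22. It lay above 0.10, the highest of 100 simulations with shuffled effects and shared controls. Sampling noise of the shared controls therefore does not account for the correlation alone. An effect of the control siRNA itself would move both comparisons alike. It was not simulated and stays open.

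A p53 program is a candidate explanation for the rise of GADD45A and CDKN1A. The p53 target list rose in 0 of the 3 conditions by camera with Benjamini-Hochberg adjustment, and in 0 at an unadjusted p-value under 0.05 (0.709, 0.152 and 0.351), for PKR siRNA 1, PKR siRNA 2 and 800 nM C16. Its members went both ways, with 4 up and 3 down with PKR siRNA 2, and fry gave an adjusted p-value of 0.00629 there and of 0.00829 for a fall with PKR siRNA 1, so the list does not decide it. For ATF3 and DDIT3, an integrated stress response program is a candidate: that list rose in 2 of the 3 conditions, with PKR siRNA 1 (median 0.64, 13 genes up, adjusted p = 8.81e-06) and 800 nM C16 (median 0.68, 17 up and 3 down, adjusted p = 7.29e-07), both by camera with Benjamini-Hochberg adjustment, and not with PKR siRNA 2 (median 0.01, 6 up and 4 down, adjusted p = 0.594). With 400 nM C16 the median was 0.86. The paper states that the phosphorylation of eIF2α was unchanged (Fig. S2).

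Among the other lists, by camera with Benjamini-Hochberg adjustment, NF-kB targets fell with PKR siRNA 1 (median -0.54, adjusted p = 5.33e-05) and PKR siRNA 2 (-1.44, adjusted p = 5.79e-07), whereas with 800 nM C16 their median was -0.03, with 2 genes up and 2 down of 12 tested (adjusted p = 0.829). G1/S genes fell with PKR siRNA 2 (-0.39, adjusted p = 0.00448) and rose with 800 nM C16 (0.62, adjusted p = 1.81e-06). G2/M genes rose with PKR siRNA 1 (adjusted p = 0.000131) and fell with PKR siRNA 2 (adjusted p = 5.79e-07). ER chaperone genes rose with 800 nM C16 (0.45, 6 of 18 up, adjusted p = 0.000826) and interferon-stimulated genes fell (-0.81, 8 of 14 tested down, adjusted p = 0.00371). With an estimated correlation, adjusted p-values were 0.0859 for G1/S genes with PKR siRNA 2, 0.134 for interferon-stimulated genes with 800 nM C16 and 0.134 and 0.0546 for the stress response list with PKR siRNA 1 and 800 nM C16, so these calls held under fry and not under the estimated correlation; the other calls given here for each PKR siRNA and 800 nM C16 held under both. For both PKR siRNAs together, the calls of G1/S genes (median -0.22, adjusted p = 0.0371) and of the stress response list (0.36, adjusted p = 0.000739) also held under fry and not with an estimated correlation, which gave 0.156 and 0.223. Adjusted over the list alone, the members past both thresholds were as many as over all genes, except for interferon-stimulated genes with PKR siRNA 2 (5 against 4) and 400 nM C16 (4 against 3) and stress response targets with 400 nM C16 (18 against 17).

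Other splits of the libraries were counted for each comparison. For PKR siRNA 1, PKR siRNA 2, 800 nM C16 and 400 nM C16, the real grouping was the only 1 of 10 splits with as many genes past the thresholds, which is the least possible. For both PKR siRNAs against control siRNA, 3 of 84 splits gave at least the 735 genes of the real one in a fit that took both siRNAs as 1 group; the 2 others gave 2155 genes, with the PKR siRNA 2 libraries set apart from the rest, and 1799 genes.

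Between first libraries of different treatments the chi-square per degree of freedom was 7.72 for PKR siRNA 1 and 10.73 for PKR siRNA 2 against control siRNA, and 7.32 for 800 nM C16 against DMSO, against at most 1.68 between replicates. Over genes with more than 1000 reads summed over the pair, where sampling noise is small, the chi-square per gene between replicates was 9.24 for DMSO replicates 1 and 3, 5.37 for DMSO replicates 2 and 3 and 2.01 for DMSO replicates 1 and 2, and at most 2.96 in the other groups. What sets DMSO replicate 3, which held the most reads of the C16 table (1474308), apart from the others was not tested, and no biological explanation was tested.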
